# Whole Transcriptome Analysis of Notochord-Derived Cells during Embryonic Formation of the Nucleus Pulposus

**DOI:** 10.1038/s41598-017-10692-5

**Published:** 2017-09-05

**Authors:** Sun H. Peck, Kendra K. McKee, John W. Tobias, Neil R. Malhotra, Brian D. Harfe, Lachlan J. Smith

## Abstract

Recapitulation of developmental signals represents a promising strategy for treating intervertebral disc degeneration. During development, embryonic notochord-derived cells (NDCs) are the direct progenitors of cells that populate the adult nucleus pulposus (NP) and are an important source of secreted signaling molecules. The objective of this study was to define global gene expression profiles of NDCs at key stages of embryonic disc formation. NDCs were isolated from *Shh-cre*;ROSA:YFP mice at embryonic day 12.5 and postnatal day 0, representing opposite ends of the notochord to NP transformation. Differences in global mRNA abundance across this developmental window were established using RNA-Seq. Protein expression of selected molecules was confirmed using immunohistochemistry. Principal component analysis revealed clustering of gene expression at each developmental stage with more than 5000 genes significantly differentially expressed between E12.5 and P0. There was significantly lower mRNA abundance of sonic hedgehog pathway elements at P0 vs E12.5, while abundance of elements of the transforming growth factor-beta and insulin-like growth factors pathways, and extracellular matrix components including collagen 6 and aggrecan, were significantly higher at P0. This study represents the first transcriptome-wide analysis of embryonic NDCs. Results suggest signaling and biosynthesis of NDCs change dramatically as a function of developmental stage.

## Introduction

The intervertebral discs are the partially movable joints that consecutively connect the vertebrae of the spine. Each intervertebral disc is comprised of three substructures: centrally, the proteoglycan-rich nucleus pulposus (NP); peripherally, the fibrocartilaginous annulus fibrosus; and superiorly and inferiorly, two endplates of hyaline cartilage^1–4^. These three substructures act synergistically to absorb and transfer compressive forces and facilitate complex motion of each intervertebral joint. Embryonic formation of the intervertebral discs centers on the notochord, a highly specialized, mesoderm-derived, transient, midline structure that is present in all chordates during early development^5^. The notochord initially serves as a primitive structural axial skeleton in the developing embryo and as the main signaling center for providing patterning information for surrounding tissues during early development through the regulation of secreted molecular factors^6–11^. In higher vertebrates, this singular structure eventually transforms into distinct NPs within the intervertebral discs during late stages of embryonic development^12–14^. In mice, this transformation occurs across an 8 day window commencing at embryonic day 12.5^15^. The molecular mechanisms that regulate transformation of the notochord into the NPs remain poorly understood.

Fate mapping studies in mice have demonstrated that all cells in the adult NP are derived from the notochord^16, 17^. In humans, the phenotype of NP cells changes markedly during growth and aging^18–20^ and by skeletal maturity, these cells have lost the majority of their notochordal characteristics and assume physical and molecular characteristics that more closely resemble those of articular cartilage chondrocytes^21^. However, molecular profiling studies have demonstrated that these adult NP cells do continue to maintain high expression of some notochordal markers^22^.

Degeneration of the intervertebral discs, which is ubiquitous amongst the aging adult population, is strongly implicated as a cause of low back pain, a condition that will affect around 85% of all people at some point in their lifetime and costs over $100 billion annually in the United States^23–26^. Disc degeneration is a cascade of cellular, structural, and biomechanical changes that is closely linked with aging^23, 27^. The earliest manifestations of disc degeneration typically occur in the NP, where reduced proteoglycan content compromises mechanical function leading to progressive structural deterioration of the entire intervertebral joint. Current treatments for low back pain include physical therapy, steroid injections, or where surgery is warranted, spinal fusion or artificial total disc replacement^28^. These treatments, however, seek to manage symptoms without maintaining or restoring native disc structure or biomechanical function. As such, a key focus of current research efforts is to develop new biological treatment strategies that can both address symptoms and regenerate native disc tissue.

An attractive strategy with high promise for long term reconstitution of healthy disc tissue is cell-based regeneration using therapeutic cell types such as mesenchymal stem cells (MSCs) or induced pluripotent stem cells (IPSCs)^29, 30^. One of the major impediments to successful stem cell-driven disc regeneration is the requirement for delivered cells to regenerate multiple tissues, each with distinct architecture and composition, and each comprised of cells with disparate developmental lineages.

Given the established function of the notochord as a source of secreted signaling molecules that regulate embryonic disc formation, there is intense interest in identifying notochordal cell-secreted factors and applying them to develop improved therapeutic strategies for disc regeneration^31^. Previous studies suggest that such factors may potentiate anabolic disease-modifying effects^32–36^. As the notochord is a transient structure and disappears in early development, harvesting notochordal cells for direct therapeutic use for disc regeneration is not feasible; however, improved understanding of embryonic NP formation may enable recapitulation of important developmental signals that are necessary for the formation of the NP and its proteoglycan-rich extracellular matrix (ECM).

The overall objective of this study was to undertake a global analysis of the molecular regulation of embryonic disc formation by mapping the transcriptome of notochord-derived cells (NDCs) at developmental stages representing opposite ends of the notochord to NP transformation. In our analysis, we focused on signaling pathways with established roles regulating skeletal patterning and growth, cell differentiation, and extracellular matrix deposition. Additionally, we examined changing expression levels of key ECM molecules and putative NP cell-specific markers as previously defined in the literature^37^.

## Materials and Methods

### Animals and Tissue Collection

For these studies, we used the *Shh-cre*;ROSA:YFP mouse model, previously established and shown to express YFP in SHH-expressing notochord cells and their progeny at any developmental stage^16^ (Fig. 1). Animals were raised under NIH guidelines for the care and use of animals in research, and all experimental studies were carried out with approval from the Institutional Animal Care and Use Committee of the University of Florida. Animals were euthanized at two developmental stages, embryonic day 12.5 (E12.5) and postnatal day 0 (P0), representing opposite ends of the notochord to NP transformation^15^. Euthanasia of pregnant mothers was achieved via cervical dislocation followed by tracheotomy, after which the E12.5 embryos were collected and placed into nuclease-free PBS. P0 pups were euthanized by decapitation and placed into nuclease-free PBS. Biological replicates (n = 4 at both time points) each consisted of pooled embryos or pups (~6) from a single litter.

**Figure 1:**
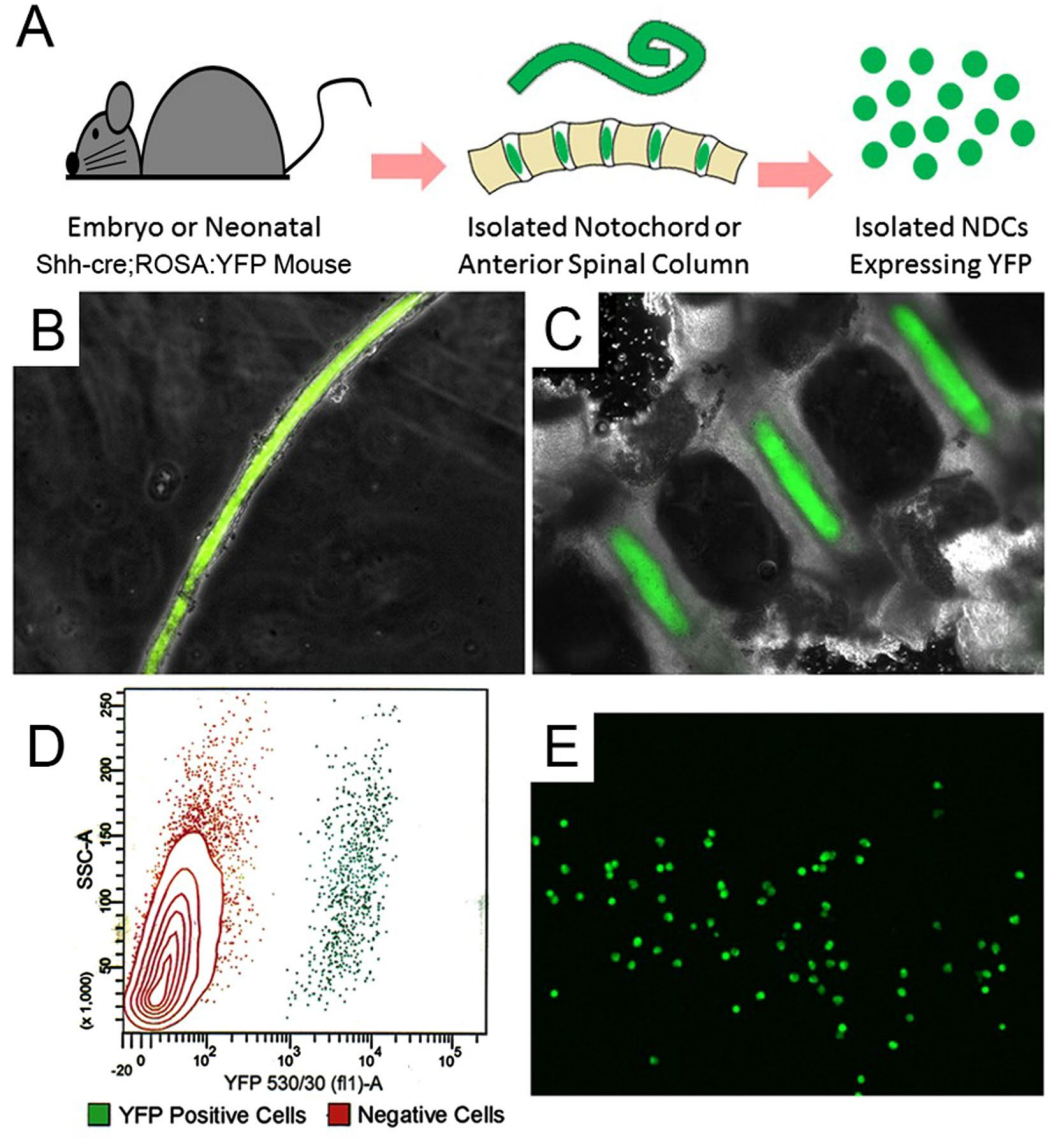
Isolation of YFP-positive NDCs from *Shh-cre*;ROSA:YFP mice. (**A**) Cell isolation schematic. (**B**) YFP-positive E12.5 notochord. (**C**) YFP-positive nucleus pulposi in a P0 spine. (**D**) FACS plot for P0 NDC sort. (**E**) Isolated YFP-positive NDCs.

Following euthanasia, for E12.5 embryos, whole, intact notochords (Fig. 1B) were harvested under a dissecting microscope, any extraneous adjoining tissue carefully removed, immediately placed into TRIzol (Ambion; Austin, TX) and frozen. For P0 pups, anterior vertebral columns (Fig. 1C) were harvested, and each disc space in the lumbar and thoracic regions was carefully bisected axially under a dissecting microscope on ice to expose the NPs (Schematic, Fig. 1A). Gentle mechanical agitation in PBS buffer with 25 mM HEPES and 0.1% BSA to minimize cell stickiness was then used to dissociate NP cells from the surrounding tissue, and the resulting cell mixture was strained through a 50 µm mesh filter. Enzymatic cell isolation was specifically avoided as it has been shown that exposure to enzymes such as collagenase can confound global mRNA expression patterns^38^. The collected cells underwent fluorescence assisted cell sorting (FACS) in the PBS buffer described above and YFP-positive NDCs (~10,000–30,000 cells per litter) were collected directly into TRIzol LS (Ambion; Austin, TX) and frozen (Fig. 1D,E).

### RNA Extraction, Library Preparation, and Whole-transcriptome Sequencing

Whole-transcriptome sequencing (RNA-Seq) is a powerful tool that can accurately quantify global mRNA expression in many samples in parallel, which allows for direct comparisons of expression levels of many genes-of-interest at once. Another advantage of RNA-Seq is the ability to measure transcript levels over a large range of expression with limited background noise and signal saturation, which allows for detection of rare and lowly expressed transcripts.

RNA was extracted using serial TRIzol-chloroform extractions, then in-column treated with RNase-free DNase (Qiagen; Valencia, CA) on Direct-zol RNA MiniPrep columns (Zymo Research; Irvine, CA) and eluted following the manufacturer’s protocols. Separate aliquots of extracted RNA samples were stored at −80 °C for either RNA quality analysis or RNA-Seq library preparation in order to reduce the number of freeze-thaw cycles.

The quality of each RNA sample was verified using an Agilent BioAnalyzer and RNA 6000 Pico Kit (Santa Clara, CA). Only high quality total RNA (RNA integrity number >7) was used to prepare RNA-Seq libraries. Libraries were prepared using the TotalScript Kit (Illumina; San Diego, CA), which has been optimized for use in synthesizing RNA-Seq libraries from low amounts of total starting RNA (<5 ng). Single-end, 100-base pair sequencing was performed using the Illumina HiSeq 2500 platform at the Next Generation Sequencing Core of the University of Pennsylvania. Results were aligned to the mouse genome build GRCm38.p3 (NCBI) and genomic features annotated from the M4 build from Gencode (www.gencodegenes.org).

### RNA-Seq Analysis

Fastq files containing raw sequence and quality scores were mapped to the mouse genome (GRCm38) using the STAR aligner (https://www.ncbi.nlm.nih.gov/pubmed/23104886). Genomically mapped reads were counted against reference genes as annotated in version M4 from Gencode (version M4, https://www.ncbi.nlm.nih.gov/pubmed/26187010) using htseq-count (https://academic.oup.com/bioinformatics/article-lookup/doi/10.1093/bioinformatics/btu638). DESeq2^39^ was used to generate regularized log2-transformed expression values for all genes in all samples, which were visualized to assess inter-sample variability using Principal Components Analysis (PCA) as implemented in Partek Genomics Suite (v6.6, Partek, Inc., St. Louis, MO). DESeq2 was used to calculate statistics for differential expression between the E12.5 and P0 groups. Genes were considered significant if they showed a false-discovery-rate adjusted p-value of <0.05. We carried out pathway analysis (Ingenuity Pathway Analysis; Qiagen, Valencia, CA), through which we applied a structured approach to our analysis of specific pathways and molecules, focusing on signaling pathways with well-defined roles in tissue patterning and growth including cell migration, proliferation and differentiation, families of extracellular matrix molecules that are important for tissue assembly, structure and mechanical function, and previously identified markers of the NP cell phenotype.

### Histology and Immunohistochemistry

Immunohistochemical detection of protein expression was undertaken for selected molecules identified through RNA-Seq. Representative samples of whole embryos (E12.5) or anterior spinal columns (P0) from five litters were placed into 4% paraformaldehyde overnight. Following fixation, P0 spines were gently decalcified in 0.5 M EDTA at pH 8.0 for 2 days. E12.5 whole embryos and P0 spines were then processed into paraffin and sectioned at 8 µm. For each antibody, E12.5 and P0 samples were stained in parallel to standardize the timing of each step throughout the protocol. Antigen retrieval was carried out on rehydrated sections using a heat-mediated technique in a 95 °C buffer bath of 10 mM sodium citrate with 0.05% Tween 20, pH 6.0 for 20 minutes. Sections were permeabilized in TBS +0.025% Triton X-100 (TBS-T) and blocked using Background Buster (Accurate Chemical & Scientific Corporation; Westbury, NY) for 30 minutes at room temperature. Sections were then incubated with primary antibodies against sonic hedgehog (SHH), transforming growth factor beta 1 (TGF-β1), insulin-like growth factor-1 (IGF-1), aggrecan (ACAN), and collagens 1, 2, and 6 (COL1, COL2, COL6) (primary antibody information is provided in Supplemental Table S1) diluted in Background Buster overnight at 4 °C. Slides were rinsed twice, 5 minutes each in TBS-T, then incubated in 0.3% H_2_O_2_ in TBS for 15 minutes to suppress endogenous peroxidase activity. Slides were rinsed three times, 2 minutes each with TBS. Antibody staining was visualized using the SuperPicture Polymer Detection kit, DAB, rabbit (ThermoFisher Scientific; Waltham, MA) using the manufacturer’s protocol. Slides were rinsed well in diH_2_O, and then hematoxylin QS (Vector Laboratories; Burlingame, CA) was applied for 30 seconds. Slides were then rinsed with tap H_2_O, dehydrated and cleared, and coverslipped with Permount Mounting Medium (ThermoFisher Scientific; Waltham, MA). Slides were imaged under bright field light microscopy (Eclipse 90i; Nikon; Tokyo, Japan). As negative controls, sections without primary antibodies were treated in parallel with the same protocol, except with only Background Buster during the overnight primary antibody incubation (representative images, Supplemental Fig. S1). Additionally, to assess overall tissue composition and morphology, sections were double-stained with either Alcian blue and picrosirius red (ABPR) for glycosaminoglycans (GAG) and collagen, respectively, or hematoxylin and eosin (H&E) to demonstrate cellularity and imaged under bright field light microscopy.

### Data Availability Statement

The datasets generated and analyzed during this study are available in the NCBI Gene Expression Omnibus (GEO) repository, accession number: GSE100934.

## Results

### Morphological Appearance of the Spinal Column at E12.5 and P0

Histological examination confirmed the expected morphological characteristics of the vertebral column at each developmental stage (Fig. 2). At E12.5, the notochord was observed as a single discrete structure spanning the length of the axial skeleton and was encased in a GAG-rich sheath (Fig. 2A–C). Mesenchymal condensations, representing future vertebral bodies, stained positively for GAG (Fig. 2B,C). The central region of the notochord contained a core that stained intensely for GAGs and appeared relatively acellular (Fig. 2C). At P0, NPs were fully formed within the intervertebral discs (Fig. 2D). The population of cells within the NPs at P0 appeared morphologically homogeneous (Fig. 2E, H&E staining). The lamellar architecture of the annulus fibrosus of the discs was established, and in the vertebrae, primary ossification was complete with secondary ossification yet to commence.

**Figure 2:**
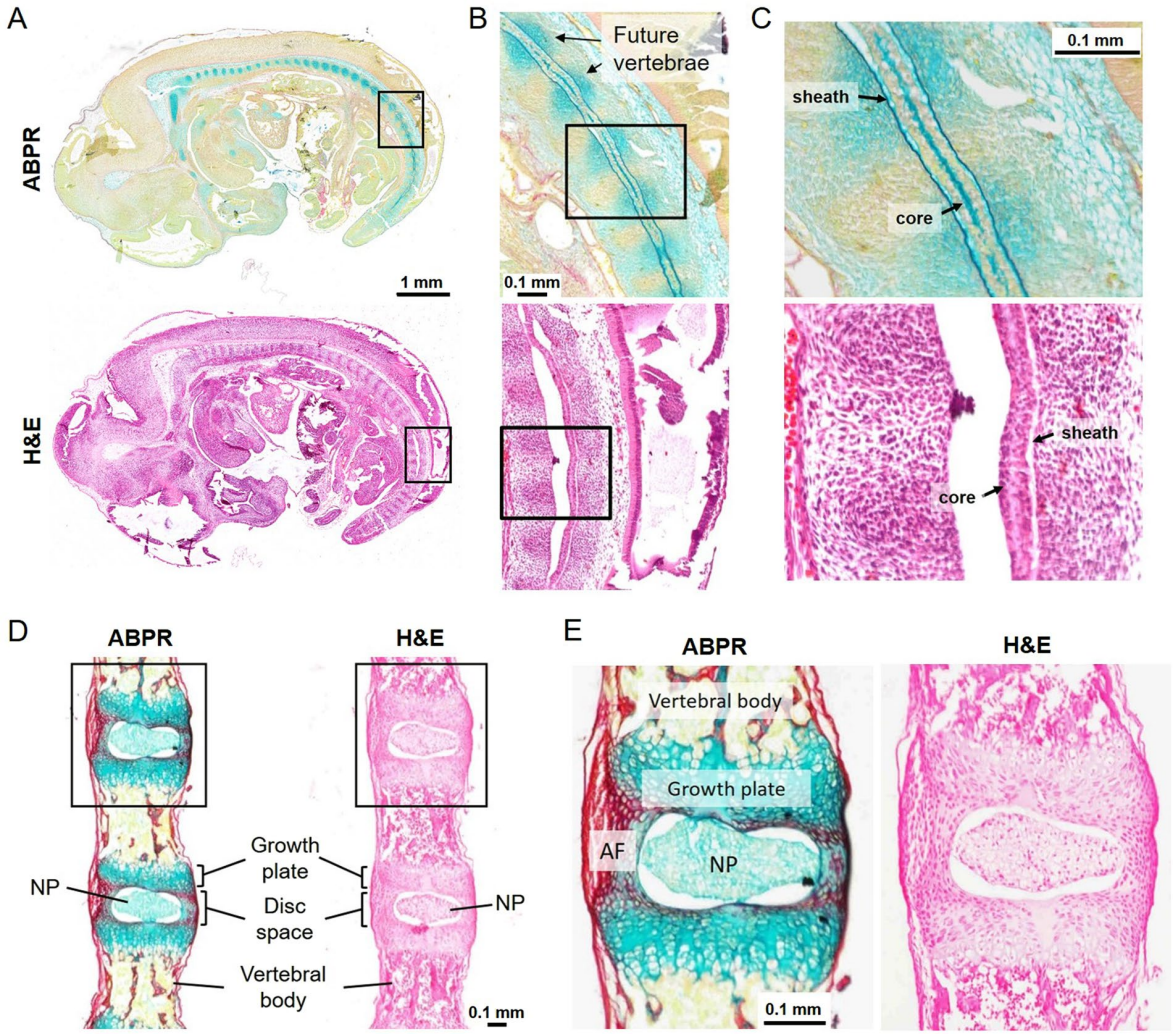
Overall morphological characteristics of E12.5 embryos and P0 spines. (**A**) ABPR and H&E stained E12.5 embryo sections. (**B**) Black box insets of Fig. 2A. Mesenchymal condensations indicating locations of future vertebrae are labeled. (**C**) Black box insets of Fig. 2B. GAG-rich, relatively acellular outer sheath and inner core of notochord are labeled. (**D**) ABPR and H&E stained P0 spine sections showing key anatomical features. (**E**) Black box insets of Fig. 2D.

### RNA-Seq and Pathway Analysis

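RNA was sequenced from NDCs of 4 litters at E12.5 and 4 litters at P0, with the embryos or pups of a litter pooled into a single sample. The E12.5 notochords were dissected whole and placed directly in TRIzol, whereas the P0 NP cells were released mechanically and sorted for YFP, the fluorescent protein that marks Shh-expressing cells and their progeny in this mouse line. The method of isolation therefore changed together with the stage. The authors aligned the reads to GRCm38 and deposited, for each sample, the number of reads htseq-count assigned to each Gencode gene, without normalization. Those counts cover 43346 gene identifiers, of which 32299 had a count in at least 1 sample. Between 4442775 and 7180221 reads per sample were counted on genes at E12.5, and between 6371842 and 8904050 at P0. These were 22.6% to 33.7% of all reads tallied at E12.5 and 30.9% to 34.8% at P0. At these depths 3 counts, taken as the smallest signal that can be seen, equal 0.337 to 0.675 in CPM, the unit that scales the counts of a gene to the size of the library. This floor covers counting error only. Counts were normalized by edgeR's TMM method, and the 15467 genes that passed its filter on low counts were tested with its quasi-likelihood F-test. Every log2 fold change is P0 over E12.5 and its p-value is adjusted by the Benjamini-Hochberg method. Means are given in CPM on TMM library sizes ± SD over the 4 litters of a stage. Positions are those of Gencode M21 genes on GRCm38. In data simulated with 200 changed genes at this sample size, the same test recovered 90.5% of them, and 5.24% of the genes it called were unchanged.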

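PCA was repeated on DESeq2's regularized log2 values of the 32299 genes with a count, each gene centred and not scaled. The 1st component (PC1) carried 57.4% of the variance, PC2 11.8% and PC3 9.45%. On PC1 the E12.5 samples lay between -74.1 and -63.9 and the P0 samples between 33.1 and 83.6. The gap of 97.0 between the stages exceeded the SD within E12.5 (4.17) and within P0 (24.0). Most of the P0 spread came from the litter NPD30, at 33.1, against 78.5 to 83.6 for the other P0 litters. The median distance between samples was 91.1 within E12.5, 108 within P0 and 169.7 between stages. Across genes, which are not independent replicates, Pearson's r between samples was 0.867 to 0.919 within E12.5, 0.859 to 0.947 within P0 and 0.647 to 0.771 between stages. The share of PC1 depended on the input: it was 31.5% with each gene scaled to unit variance and 82.7% with the 500 most variable genes. PC1 parted the stages in both of these and in every fit that left out 1 litter.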

Principal component analysis (PCA) revealed clustering of samples at E12.5 and P0 indicating clear effects of developmental stage on global mRNA abundance (Fig. 3A). There were 5015 genes significantly differentially expressed with fold-changes greater than 2 between the two developmental stages: 2022 genes were upregulated and 2993 genes were downregulated at P0 compared to E12.5 (Fig. 3B). 

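At an adjusted p under 0.05 and a fold change over 2, 3808 of the 15467 genes tested were differentially expressed. Of these, 2198 had higher and 1610 lower abundance at P0. Without the threshold on fold change, 4321 genes passed, which is 27.9% of those tested. Leaving out each litter in turn gave 3393 to 4124 genes. The count moved most when the test itself was set against a fold change of 2 (edgeR's glmTreat), which left 1928 genes, 1137 higher and 791 lower at P0. DESeq2's Wald test on the same genes gave 4259, with 2388 higher and 1871 lower at P0. Among the genes past both thresholds that separated every P0 litter from every E12.5 litter and had a mean log2 CPM of at least 2, the largest log2 fold changes were those of Retnlg 11.13 (adjusted p = 0.00047), Ibsp 10.79 (adjusted p = 1.13e-05), Mmp13 10.35 (adjusted p = 1.13e-05), Stfa2 8.70 (adjusted p = 0.000727) and Ptgds 8.63 (adjusted p = 0.000827). The lowest were those of Hbb-y -12.04 (adjusted p = 3.5e-05), Hba-x -11.35 (adjusted p = 1.63e-05), Hbb-bh1 -10.05 (adjusted p = 1.63e-05), Afp -9.03 (adjusted p = 0.00038) and Alb -7.92 (adjusted p = 0.00142). Retnlg belongs to a set of neutrophil marker genes and Ibsp to an osteoblast set. Hbb-y, Hba-x and Hbb-bh1 make up a primitive erythroid set. RNA from cells other than NDCs may therefore contribute to these changes, and the values do not decide it. DESeq2's Wald test gave no adjusted p for Retnlg and Stfa2. The order of the genes that rose depended on the litters. Without the P0 litter NPD28, Retnlg had 9.48, below Ibsp at 10.91, and Stfa2 had 6.97, below Ptgds at 9.02. The E12.5 means of Retnlg, Ibsp and Mmp13, 0.092, 0.16 and 0.11 CPM, lay under the floor, as did the P0 mean of Hbb-bh1, 0.297 CPM. The E12.5 mean of Stfa2, 0.488 CPM, and the P0 means of Afp and Alb, 0.419 and 0.498 CPM, were near it. Depth therefore limits the size of these changes.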

Pathway analysis revealed signaling pathways previously established as important regulators of embryonic tissue morphogenesis as exhibiting significant differential expression at P0 compared to E12.5. These included the sonic hedgehog (Shh), transforming growth factor-beta (TGF-β), and insulin-binding growth factor (IGF) signaling pathways, amongst others (Fig. 3C).

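Tables 1 to 3 and Supplemental Table S2 name genes of these pathways, but not the full lists from which the shares in Fig. 3C were taken. Each family was therefore written from gene symbols and lacks some genes of those tables, and genes with too few counts to be tested were counted as not changed. An adjusted p under 0.05 was reached by 10 of 17 Shh signaling genes (58.8%), 17 of 42 TGF-β signaling genes (40.5%), 14 of 25 IGF signaling genes (56.0%) and 24 of 56 Wnt signaling genes (42.9%). Over all genes tested the share was 27.9%. All 10 Shh signaling genes that passed had lower abundance at P0. Of the TGF-β genes that passed, 5 were higher and 12 lower at P0. The IGF family had 4 higher and 10 lower, and the Wnt family 1 higher and 23 lower. Of the alternatives that kept this threshold, leaving out the E12.5 litters NDP10-2 and NPD9-2, a choice made after the data were seen, moved the shares most. They were then 41.2% for Shh, 23.8% for TGF-β, 36.0% for IGF and 26.8% for Wnt signaling. With fewer E12.5 litters the test has less power, so these lower shares do not show that the changes depend on those litters.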

**Figure 3:**
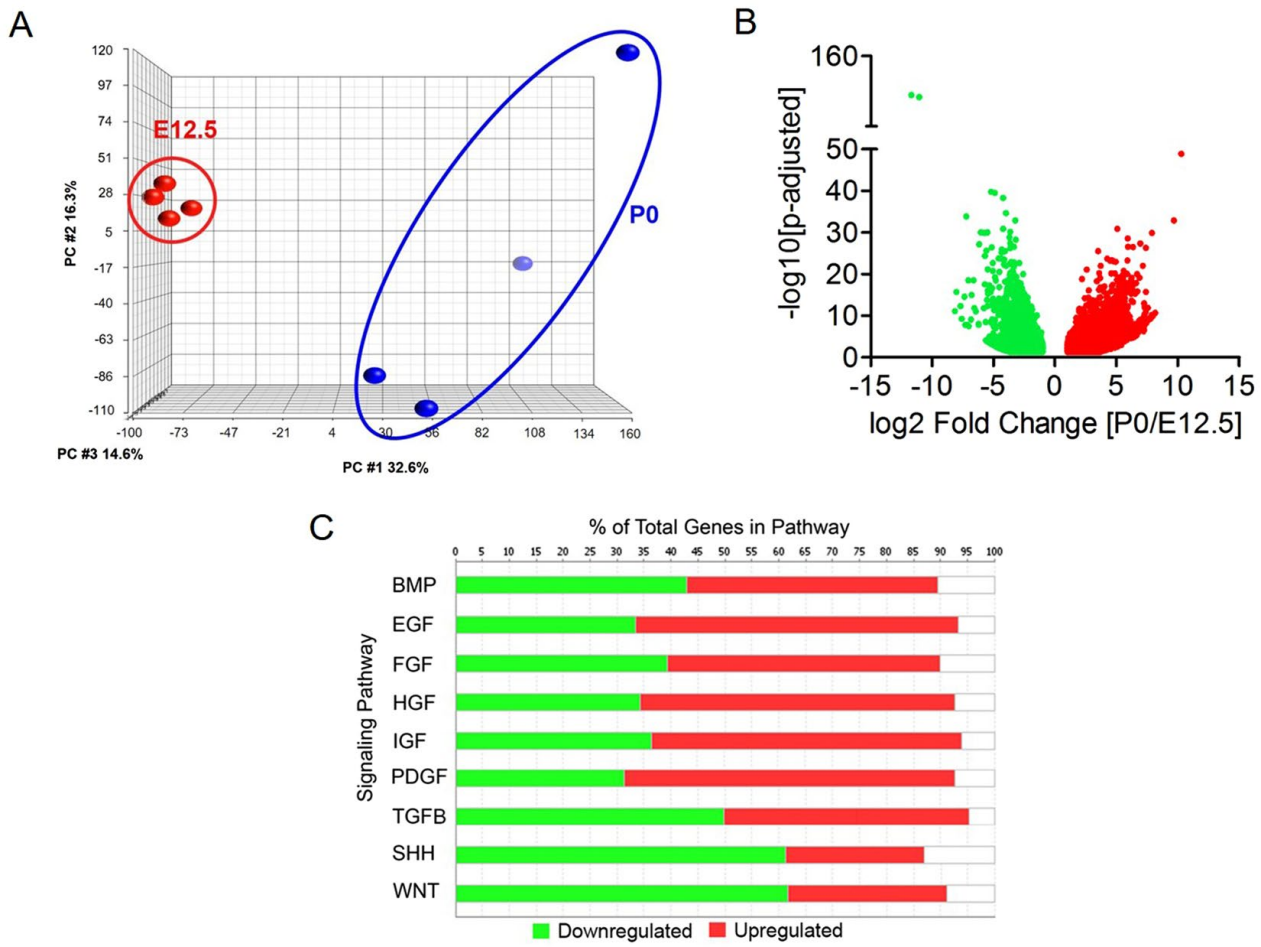
Global RNA-Seq analysis. (**A**) Principle component analysis of RNA-Seq data. (**B**) Volcano plot showing log2-fold change of mRNA abundance as a ratio of P0 expression to E12.5 expression. (**C**) Pathway analysis of RNA expression data showing percent of total genes significantly differentially expressed at P0 compared to E12.5 for key developmental pathways. N = 4.

### Validation of Secreted Signaling Molecules, Pathway Elements, and Targets

There was significantly lower mRNA abundance of Shh pathway activators including ligand (*Shh*), receptors (Patched1 (*Ptch1*); Smoothened (*Smo*)), and transcription factors (*Gli1*, *2*, *3*) (Table 1, Fig. 4A) at P0 when compared to E12.5. 

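Shh (ENSMUSG00000002633.3) lies on chromosome 5 from 28456815 to 28467256 and averaged 841 ± 456 CPM at E12.5 and 5.94 ± 5.04 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of -7.14 (standard error 0.95, adjusted p = 0.000742). The receptor gene Ptch1 (ENSMUSG00000021466.7, chromosome 13 from 63508328 to 63573598) fell from 312 ± 55.3 CPM at E12.5 to 45.6 ± 14.2 CPM at P0, with a log2 fold change of -2.77 (standard error 0.29, adjusted p = 0.000169). Smo (ENSMUSG00000001761.6, chromosome 6 from 29735503 to 29761365) averaged 96.3 ± 18.7 CPM at E12.5 and 47.2 ± 13.0 CPM at P0, with a log2 fold change of -1.03 (standard error 0.27, adjusted p = 0.0143). The transcription factor genes are on separate chromosomes, Gli1 on chromosome 10, Gli2 on chromosome 1 and Gli3 on chromosome 13. Gli1 averaged 51.4 ± 13.0 CPM at E12.5 and 6.29 ± 1.28 CPM at P0, with a log2 fold change of -3.02 (standard error 0.28, adjusted p = 0.000112). For Gli2 the means were 58.3 ± 25.5 CPM at E12.5 and 6.04 ± 2.57 CPM at P0, with a log2 fold change of -3.26 (standard error 0.40, adjusted p = 0.00038). Gli3 averaged 103 ± 27.7 CPM at E12.5 and 18.9 ± 11.0 CPM at P0, with a log2 fold change of -2.45 (standard error 0.42, adjusted p = 0.00206). Hhip, a hedgehog-binding protein gene in Table 1, had a log2 fold change of -3.35 (adjusted p = 0.000262). For each of these 7 genes every E12.5 litter lay above every P0 litter, and the change stayed past the threshold in all 8 fits that left out 1 litter. The smallest change, that of Smo, then ranged from -1.19 to -0.85. All 11 genes of Table 1 were lower at P0 with an adjusted p under 0.05. In the same samples the mean log2 CPM of 7 sclerotome genes was 3.55 to 4.37 at E12.5 and -0.27 to 1.24 at P0. These values do not decide whether RNA from tissue adjoining the dissected notochords contributes to the higher E12.5 abundance of these genes.

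**Figure D1:**
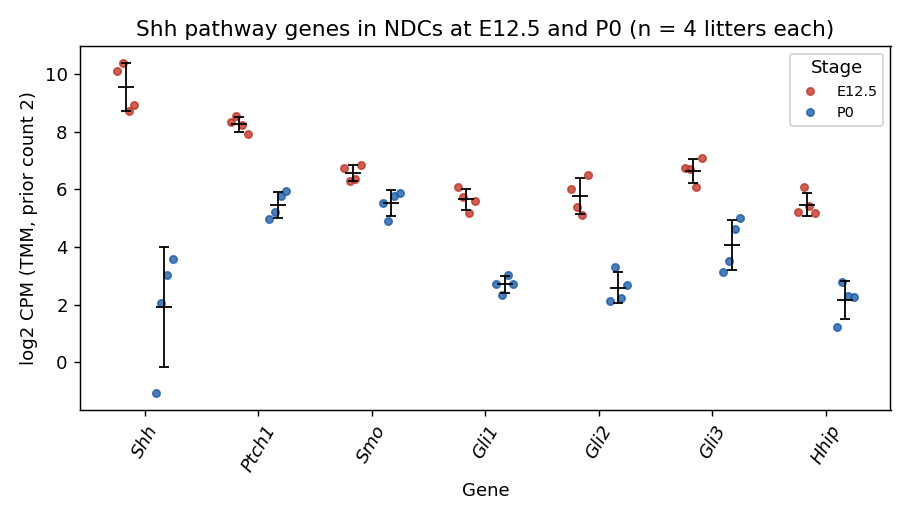
log2 CPM (vertical axis) of Shh pathway genes at E12.5 and P0; each point is a litter, and bars show the mean ± SD of 4 litters per stage. Shh had the largest log2 fold change, -7.14, and Smo the smallest, -1.03.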

*Shh* mRNA showed the largest overall change with 87.8-fold lower abundance at P0 compared to E12.5. 

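Among the 11 genes of Table 1, Shh had the largest log2 fold change, -7.14. In the E12.5 litters NDP10-2, NPD3, NPD4 and NPD9-2 its abundance was 1104, 1348, 420.3 and 494 CPM. In the P0 litters NPD26, NPD27, NPD28 and NPD30 it was 0.157, 3.89, 7.89 and 11.8 CPM. Leaving out each litter in turn gave log2 fold changes from -7.73 to -6.73. Over all 15467 genes tested, 103 changed by more than Shh, of which 15 fell further. With genes past the threshold restricted to a mean log2 CPM of at least 2, 34 changed by more and 7 fell further. The change was -6.26 with DESeq2's Wald test under its normal prior, the smallest of any test tried, and -7.83 with limma-voom.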

Immunohistochemistry was performed to confirm the downregulation of SHH protein expression at P0 compared to E12.5. In line with RNA-Seq data, there was intense SHH-positive staining in the notochord at E12.5 and light diffuse SHH staining in the NP at P0 (Fig. 4B).

**Table 1:** Fold-change in mRNA expression of Shh pathway genes at P0 compared to E12.5.

Gene	Name	Fold Change in Expression P0 vs E12.5	p value
*Gli1*	GLI family zinc finger 1	−7.99	1.05E-18
*Gli2*	GLI family zinc finger 2	−9.23	1.00E-12
*Gli3*	GLI family zinc finger 3	−5.27	5.35E-07
*GliS1*	GLIS family zinc finger 1	−7.43	1.09E-07
*GliS2*	GLIS family zinc finger 2	−3.13	2.31E-04
*Hhip*	Hedgehog interacting protein	−9.86	6.54E-15
*Ptch1*	Patched 1	−6.72	3.34E-17
*Ptch2*	Patched 2	−5.05	1.36E-04
*Shh*	Sonic Hedgehog	−87.82	8.84E-12
*Smo*	Smoothened	−2.03	5.07E-03
*Sufu*	SUFU negative regulator of hedgehog signaling	−2.05	1.89E-03

N = 4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

**Figure 4:**
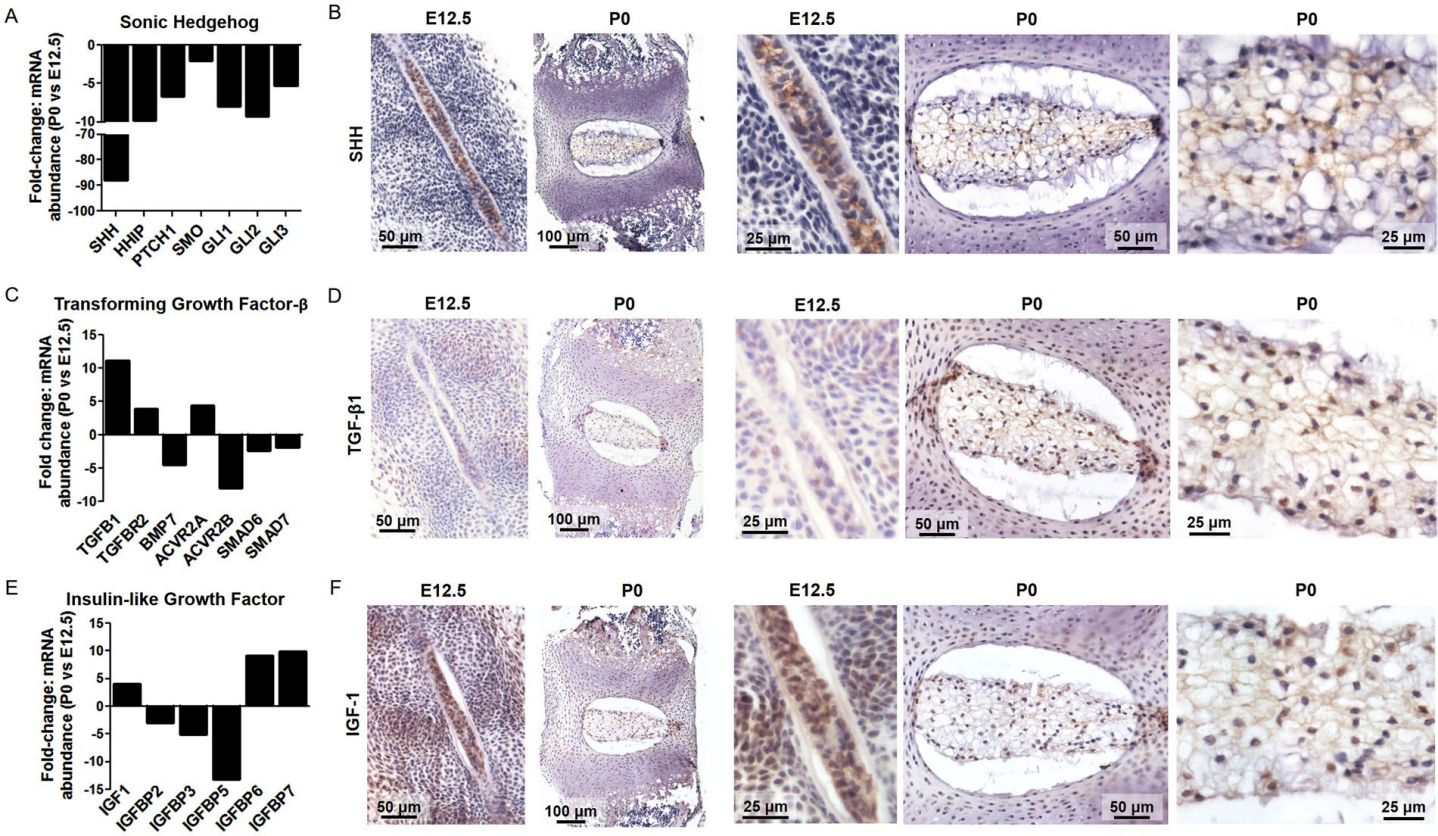
Fold-change in mRNA expression of P0 vs E12.5 NDCs for selected developmental pathways and immunohistochemical analysis of component growth factors at E12.5 and P0. (**A**) Fold-change in mRNA expression of Shh signaling pathway elements showing significant downregulation at P0. (**B**) SHH protein staining showing intense positive staining of the notochord at E12.5 and diffuse staining of the NP at P0. (**C**) Fold-change in mRNA expression of TGF-β pathway elements showing significant upregulation of both *Tgfb1* and *Tgfbr2* at P0. (**D**) TGF-β1 protein staining showing few positively stained notochord cells at E12.5, and widespread positive staining of NP cells and diffuse NP ECM staining at P0. (**E**) Fold-change in mRNA expression of IGF pathway elements showing significant upregulation of *Igf1* at P0. (**F**) IGF-1 protein staining showing positive staining of the notochord at E12.5, and widespread positive staining of NP cells and diffuse NP ECM staining at P0. N = 4; all fold changes p < 0.05, P0 compared to E12.5, analyzed by DESeq2 and adjusted for false discovery rate. Refer to Fig. 2 for annotation of structural regions.

Around 95% of genes associated with the TGF-β pathway were differentially expressed at P0 compared to E12.5 (Fig. 3C), including 11.2 and 3.9-fold higher mRNA abundance of the secreted ligand *Tgfb* *1* and its receptor *Tgfbr2*, respectively (Table 2, Fig. 4C). 

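Tgfb1 (ENSMUSG00000002603.11, chromosome 7 from 25687002 to 25705077) averaged 23.3 ± 12.8 CPM at E12.5 and 279 ± 142 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of 3.59 (standard error 0.54, adjusted p = 0.00112). Tgfbr2 (ENSMUSG00000032440.8, chromosome 9 from 116084293 to 116175360) averaged 64.2 ± 5.96 CPM at E12.5 and 257 ± 93.8 CPM at P0, with a log2 fold change of 2.01 (standard error 0.30, adjusted p = 0.001). Both were higher in every P0 litter than in every E12.5 litter, and both passed the threshold in all 8 fits that left out 1 litter, with log2 fold changes from 3.32 to 3.96 for Tgfb1 and from 1.82 to 2.19 for Tgfbr2. The P0 litters differed in Tgfb1, with log2 CPM of 8.31, 8.75, 8.14 and 6.47 in NPD26, NPD27, NPD28 and NPD30, and a set of 14 leukocyte genes averaged 8.16, 8.39, 8.37 and 4.90 in the same litters, against 2.37, 2.39, 2.31 and 3.50 in the E12.5 litters NDP10-2, NPD3, NPD4 and NPD9-2. These values do not decide whether RNA from leukocytes contributes to Tgfb1. The receptor genes Acvr2a and Acvr2b moved in opposite directions, with log2 fold changes of 2.19 (adjusted p = 0.0104) and -3.02 (adjusted p = 0.000147). Bmp7 fell by 2.18 on the log2 scale (adjusted p = 0.000794). The inhibitory Smad genes changed less. Smad6 had a log2 fold change of -1.28 (adjusted p = 0.0205) and passed in 5 of the 8 fits that left out 1 litter, and Smad7 had -0.93 (adjusted p = 0.0413) and passed in 2. All 22 genes of Table 2 had an adjusted p under 0.05 in the paper's direction, 10 higher and 12 lower at P0.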

Immunohistochemistry revealed widespread TGF-β1 positive cells in the mesenchymal progenitor population surrounding the notochord at E12.5 and TGF-β1 staining of relatively few cells within the notochord itself (Fig. 4D). At P0, there was widespread staining of cells within the NP and diffuse staining within the ECM (Fig. 4D). Around 93% of IGF pathway elements exhibited differential expression at P0 compared to E12.5 (Fig. 3C), including a 4.12-fold mRNA increase in the secreted ligand *Igf1* as well as 9.11-fold and 9.92-fold increases in IGF binding proteins 6 and 7, respectively (Table 3, Fig. 4E). 

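Igf1 (ENSMUSG00000020053.14, chromosome 10 from 87858265 to 87937042) averaged 55.7 ± 23.6 CPM at E12.5 and 245 ± 183 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of 2.14 (standard error 0.66, adjusted p = 0.036). The ranges of the stages overlapped. Log2 CPM was 5.76, 5.62, 5.01 and 6.47 in the E12.5 litters NDP10-2, NPD3, NPD4 and NPD9-2 and 8.67, 8.60, 7.24 and 5.07 in the P0 litters NPD26, NPD27, NPD28 and NPD30. In the same order, the mean over 14 leukocyte genes was 2.37, 2.39, 2.31 and 3.50 in the E12.5 litters and 8.16, 8.39, 8.37 and 4.90 in the P0 litters. Igf1 passed the threshold in 3 of the 8 fits that left out 1 litter. Its adjusted p was 0.0935 with limma-voom and 0.14 without a filter, and 0.00258 with DESeq2's Wald test. Igfbp6 (ENSMUSG00000023046.6, chromosome 15 from 102144362 to 102149511) was near the detection floor at E12.5 and averaged 0.584 ± 0.629 CPM at E12.5 and 5.74 ± 2.76 CPM at P0, with a log2 fold change of 3.40 (standard error 0.85, adjusted p = 0.0123). Igfbp7 (ENSMUSG00000036256.9, chromosome 5 from 77349240 to 77408041) averaged 4.01 ± 2.41 CPM at E12.5 and 42.5 ± 23.3 CPM at P0, with a log2 fold change of 3.40 (standard error 0.51, adjusted p = 0.001). The E12.5 litter NPD3 had a higher Igfbp7 log2 CPM, 2.99, than the others, at 1.57 to 1.76. Both binding protein genes were higher in every P0 litter and passed the threshold in all 8 fits that left out 1 litter. All 21 genes of Table 3 had an adjusted p under 0.05 in the paper's direction, 9 higher and 12 lower at P0.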

Immunohistochemistry for IGF-1 protein expression revealed positive staining at E12.5 within the notochord as well as in the surrounding mesenchymal progenitor population (Fig. 4F). Similarly to TGF-β1, there was widespread IGF-1 staining of cells in the NP and diffuse IGF-1 staining of the ECM at P0 (Fig. 4F).

**Table 2:** Fold-change in mRNA expression of TGF-β pathway genes at P0 compared to E12.5.

Gene	Name	Fold Change in Expression	p value
		P0 vs E12.5	
*Acvr2a*	activin A receptor type IIA	4.39	1.71E-04
*Acvr2b*	activin A receptor type IIB	−7.92	3.35E-16
*Bmp1*	Bone morphogenetic protein 1	−2.04	1.28E-02
*Bmp2k*	BMP2-inducible protein kinase	2.66	7.52E-03
*Bmp3*	Bone morphogenetic protein 3	−5.93	2.35E-08
*Bmp4*	Bone morphogenetic protein 4	−3.13	1.98E-05
*Bmp7*	Bone morphogenetic protein 7	−4.45	3.10E-08
*Bmpr1b*	Bone morphogenetic protein receptor type-1B	−4.05	9.93E-05
*Fst*	Follistatin	−3.79	9.09E-07
*Grb2*	growth factor receptor bound protein 2	2.64	1.32E-04
*Grem1*	Gremlin 1	3.77	1.11E-03
*Nfkb1*	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1	3.49	2.63E-07
*Nfkb2*	nuclear factor of kappa light polypeptide gene enhancer in B-cells 2 (p49/p100)	3.28	8.34E-04
*Nog*	noggin	−28.36	3.52E-19
*Smad5*	SMAD family member 5	−2.24	4.29E-06
*Smad6*	SMAD family member 6	−2.39	7.15E-03
*Smad7*	SMAD family member 7	−1.89	3.37E-02
*Sostdc1*	sclerostin domain containing 1	9.09	1.83E-10
*Tfe3*	transcription factor binding to IGHM enhancer 3	2.04	5.43E-03
*Tgfb1*	Transforming growth factor beta 1	11.18	2.38E-11
*Tgfbr2*	Transforming growth factor beta receptor 2	3.92	2.86E-08
*Znf423*	zinc finger protein 423	−9.70	3.89E-23

N = 4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

**Table 3:** Fold-change in mRNA expression of IGF pathway genes at P0 compared to E12.5.

Gene	Name	Fold Change in Expression P0 vs E12.5	p value
*Elk1*	ELK1, member of ETS oncogene family	−1.86	1.61E-02
*Fos*	FBJ murine osteosarcoma viral oncogene homolog	23.33	4.50E-12
*Foxo1*	forkhead box O1	1.82	3.55E-02
*Grb10*	growth factor receptor bound protein 10	−3.99	6.37E-07
*Grb2*	growth factor receptor bound protein 2	2.64	1.32E-04
*Igf1*	insulin-like growth factor 1	4.12	2.64E-03
*Igf2*	insulin-like growth factor 2	−10.88	1.45E-15
*Igfbp2*	insulin-like growth factor binding protein 2	−3.04	1.09E-02
*Igfbp3*	insulin-like growth factor binding protein 3	−5.06	7.78E-06
*Igfbp5*	insulin-like growth factor binding protein 5	−13.16	3.92E-23
*Igfbp6*	insulin-like growth factor binding protein 6	9.11	2.15E-04
*Igfbp7*	insulin-like growth factor binding protein 7	9.92	1.05E-09
*Igf2bp1*	insulin-like growth factor 2 mRNA binding protein 1	−9.22	5.53E-29
*Igf2bp2*	insulin-like growth factor 2 mRNA binding protein 2	−12.52	7.07E-31
*Igf2bp3*	insulin-like growth factor 2 mRNA binding protein 3	−1.87	2.46E-03
*Igf2os*	insulin-like growth factor 2, opposite strand	−10.24	2.11E-09
*Igf2r*	insulin-like growth factor 2 receptor	−3.18	3.43E-04
*Irs1*	insulin receptor substrate 1	−3.22	1.04E-03
*Jak1*	Janus kinase 1	2.77	3.88E-05
*Jak2*	Janus kinase 2	1.98	3.85E-03
*Stat3*	signal transducer and activator of transcription 3 (acute-phase response factor)	2.89	6.16E-06

N = 4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

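Among the Wnt ligand genes named here that had enough counts to be tested, Wnt7b fell furthest, from 18.6 ± 10.23 CPM at E12.5 to 0.446 ± 0.458 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of -5.36 (standard error 0.77, adjusted p = 0.000865). The P0 mean of Wnt7b was near the detection floor, so depth limits the size of its fall. Wnt5a had the highest abundance, 96.4 ± 17.3 CPM at E12.5 and 26.8 ± 14.4 CPM at P0, with a log2 fold change of -1.85 (standard error 0.34, adjusted p = 0.0029). Of the others named, those past the threshold and lower at P0 had log2 fold changes of -2.34 for Wnt3 (adjusted p = 0.0254), -1.72 for Wnt11 (adjusted p = 0.00875), -2.71 for Wnt7a (adjusted p = 0.0403) and -2.92 for Wnt9b (adjusted p = 0.0251). In Wnt9b the E12.5 litter NDP10-2, with a log2 CPM of 2.64, lay above the other E12.5 litters, at 1.30 to 1.47. When each litter was left out in turn, Wnt3, Wnt7a and Wnt9b passed the threshold in 4, 3 and 6 of the 8 fits. Wnt6 had a log2 fold change of -1.78 with an adjusted p of 0.0581, not past the threshold, and passed with DESeq2's Wald test (adjusted p = 0.0197) and without a filter (adjusted p = 0.00793). It did not pass with limma-voom (adjusted p = 0.0552) or on downsampled counts (adjusted p = 0.0799), and passed in 1 of the 8 fits that left out 1 litter. Wnt1 had too few counts to pass the filter. Tested without a filter, it had a log2 fold change of -2.91 (adjusted p = 0.0254). Wnt16 (ENSMUSG00000029671.11, chromosome 6 from 22288227 to 22298522) was higher at P0 and averaged 1.20 ± 0.702 CPM at E12.5 and 11.0 ± 6.28 CPM at P0, with a log2 fold change of 3.23 (standard error 0.64, adjusted p = 0.00399). Of the downstream targets, Axin2 had a log2 fold change of -2.84 (adjusted p = 0.00052), Cd44 of 3.79 (adjusted p = 0.000123) and Myc of 1.15 (adjusted p = 0.00447).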

Over 90% of Wnt signaling pathway elements exhibited significant differential mRNA expression at P0 compared to E12.5 (Fig. 3C), including pathway ligands *Wnt 1*, *3*, *6*, *11*, *5a*, *7a*, *7b* and *9b* (all lower abundance at P0) and *Wnt16* (higher abundance at P0), modulators such as *Sfrps* (secreted frizzled-related proteins), and downstream target genes, *Axin2*, *Cd44*, and *Myc* (Supplemental Table S2). Additional differential gene expression of molecules in other key signaling pathways (epidermal growth factor - *Egf*, fibroblast growth factor - *Fgf*, platelet-derived growth factor - *Pdgf*) identified through pathway analysis, as well as gene expression data on commonly expressed kinases and phosphatases, are presented in Supplemental Tables S3–S6.

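The tables on the EGF, FGF and PDGF pathways and on the kinases and phosphatases list 11, 18, 14 and 26 genes, with some genes in more than 1 table. An adjusted p under 0.05 in the paper's direction was reached by 10 of the EGF genes, 14 of the FGF genes, 13 of the PDGF genes and all 26 of the kinase and phosphatase genes. Over all 199 genes of the paper's tables, 192 had enough counts to be tested, 191 of those had the paper's direction and 182 also passed the threshold. The number that passed moved most, to 123, when the E12.5 litters NDP10-2 and NPD9-2 were left out, a choice made after the data were seen. That fit has fewer litters and so less power.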

### Extracellular Matrix

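Acan (ENSMUSG00000030607.6, chromosome 7 from 79053483 to 79115099) averaged 480.4 ± 314 CPM at E12.5 and 1906 ± 1393 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of 1.99 (standard error 0.65, adjusted p = 0.0422). The Acan ranges of the stages overlapped, and it passed the threshold in 3 of the 8 fits that left out 1 litter. Bgn (ENSMUSG00000031375.13, chromosome X from 73483602 to 73495933) averaged 104 ± 24.1 CPM at E12.5 and 485 ± 205 CPM at P0, with a log2 fold change of 2.22 (standard error 0.35, adjusted p = 0.0012). Dcn (ENSMUSG00000019929.11, chromosome 10 from 97479609 to 97518143) averaged 69.4 ± 44.5 CPM at E12.5 and 108 ± 36.8 CPM at P0, with a log2 fold change of 0.64 (standard error 0.44, adjusted p = 0.316). Dcn passed in none of the 8 fits that left out 1 litter, and the lowest adjusted p under any setting was 0.0524, with the E12.5 litters NDP10-2 and NPD9-2 left out. Bcan (ENSMUSG00000004892.9, chromosome 3 from 87987531 to 88000230) averaged 0.366 ± 0.586 CPM at E12.5 and 5.25 ± 2.52 CPM at P0, too few counts to pass the filter. Tested without a filter, it had a log2 fold change of 3.98 (adjusted p = 0.000232). Col1a1 (ENSMUSG00000001506.10, chromosome 11 from 94936224 to 94953042) averaged 751 ± 527 CPM at E12.5 and 6966 ± 3537 CPM at P0, with a log2 fold change of 3.21 (standard error 0.64, adjusted p = 0.00402). Col6a1 (ENSMUSG00000001119.7, chromosome 10 from 76708792 to 76726168) averaged 67.5 ± 37.6 CPM at E12.5 and 550.3 ± 309.8 CPM at P0, with a log2 fold change of 3.03 (standard error 0.55, adjusted p = 0.00304). Both collagen genes were higher in every P0 litter than in every E12.5 litter. Of the 15 proteoglycan genes of Table 4, 12 had an adjusted p under 0.05 in the paper's direction, 5 higher and 7 lower at P0. Of the 27 collagen genes of Table 5, 26 did, 7 higher and 19 lower at P0.

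**Figure D2:**
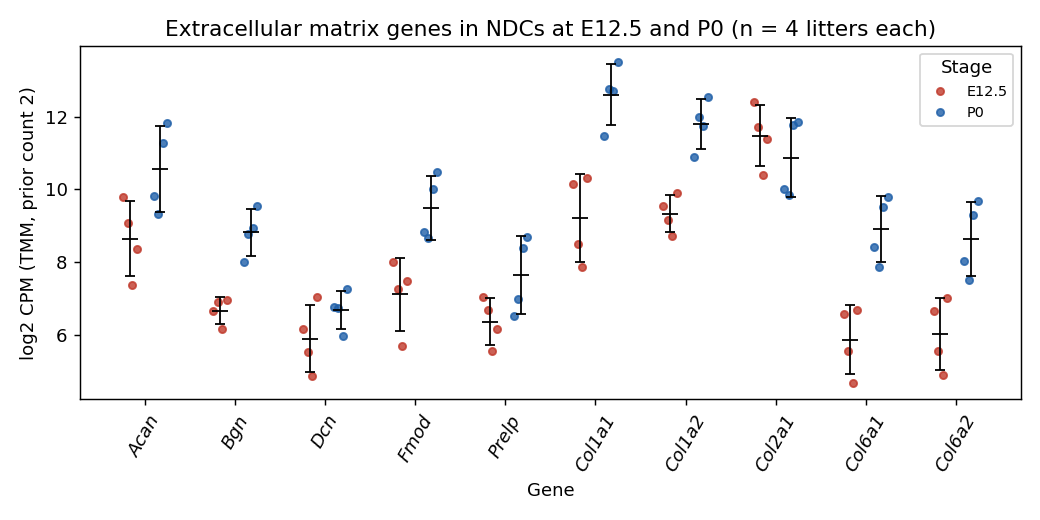
log2 CPM (vertical axis) of extracellular matrix genes at E12.5 and P0; each point is a litter, and bars show the mean ± SD of 4 litters per stage. Col1a1 rises by 3.21 and Col6a1 by 3.03 on the log2 scale, while the stages overlap for Acan, Dcn and Col2a1.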

There was significantly higher mRNA abundance of ECM structural molecules, including proteoglycans (aggrecan (*Acan*); brevican (*Bcan*); biglycan (*Bgn*); decorin (*Dcn*)) and collagens (*Col1a1*, *Col6a1*), at P0 compared to E12.5 (Tables 4 and 5, Fig. 5A). Protein expression of COL1, COL2, COL6, and ACAN at each developmental stage was examined using immunohistochemistry (Fig. 5B–E). Overall, COL1, COL6, and ACAN showed diffuse staining in non-cellular regions (core and sheath) of the notochord at E12.5. At P0, COL6, and ACAN exhibited diffuse positive protein staining throughout the NP ECM, with intense staining in the outer boundary of the NP (Fig. 5D,E). Diffuse positive COL1 staining was present throughout the NP at P0 (Fig. 5B). There was no significant difference in the mRNA abundance of *Col2a1* between E12.5 and P0, and IHC revealed diffuse protein expression of COL2 in the notochord and NP at each respective developmental stage (Fig. 5C).

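Col2a1 (ENSMUSG00000022483.12, chromosome 15 from 97975602 to 98004695) was among the most abundant of the collagen genes named, with 3191 ± 1704 CPM at E12.5 and 2273 ± 1499 CPM at P0 (SD, n = 4 litters each). It had a log2 fold change of -0.49 (standard error 0.56, adjusted p = 0.558), and the stages overlapped. The change stayed between -0.86 and -0.15 in the 8 fits that left out 1 litter and passed the threshold in none of them. With an SE of 0.56 on the log2 scale, a change of the size seen is within the spread between litters.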

**Table 4:** Fold-change in mRNA expression of proteoglycan genes at P0 compared to E12.5.

Gene	Name	Fold Change in Expression	p value
		P0 vs E12.5	
*Acan*	Aggrecan	3.78	4.14E-03
*Agrn*	Agrin	−7.00	1.56E-14
*Bcan*	Brevican	12.39	2.25E-04
*Bgn*	Biglycan	4.56	4.11E-08
*Epyc*	Epiphycan	−7.46	3.39E-04
*Fmod*	Fibromodulin	4.91	5.29E-05
*Gpc2*	Glypican-2	−8.12	1.07E-16
*Gpc3*	Glypican-3	−4.66	2.95E-06
*Ncan*	Neurocan	−2.59	1.35E-02
*Omd*	Osteomodulin	5.28	2.45E-02
*Prelp*	Prolargin	2.66	1.92E-02
*Sdc1*	Syndecan-1	−4.63	1.02E-10
*Sdc3*	Syndecan-3	2.70	5.15E-03
*Sdc4*	Syndecan-4	3.80	2.80E-05
*Vcan*	Versican	−20.00	1.37E-26

N = 4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

**Table 5:** Fold-change in mRNA expression of collagen genes at P0 compared to E12.5.

Gene	Name	Fold Change in Expression P0 vs E12.5	p value
*Col1a1*	Collagen I alpha 1	8.65	1.20E-07
*Col1a2*	Collagen I alpha 2	5.54	7.67E-09
*Col3a1*	Collagen III alpha 1	−3.87	4.94E-05
*Col4a1*	Collagen IV alpha 1	−6.88	3.44E-11
*Col4a2*	Collagen IV alpha 2	−5.70	1.97E-09
*Col4a5*	Collagen IV alpha 5	−6.18	1.63E-16
*Col4a6*	Collagen IV alpha 6	−5.10	1.48E-03
*Col9a1*	Collagen IX alpha 1	−7.31	4.85E-09
*Col9a2*	Collagen IX alpha 2	−20.46	6.12E-26
*Col9a3*	Collagen IX alpha 3	−4.34	1.98E-05
*Col5a3*	Collagen V alpha 3	4.29	1.07E-03
*Col6a1*	Collagen VI alpha 1	7.68	8.97E-08
*Col6a2*	Collagen VI alpha 2	5.80	2.15E-05
*Col10a1*	Collagen X alpha 1	8.88	2.41E-12
*Col11a1*	Collagen XI alpha 1	−3.33	1.67E-03
*Col12a1*	Collagen XII alpha 1	−2.79	3.45E-04
*Col14a1*	Collagen XIV alpha 1	−4.59	6.75E-11
*Col19a1*	Collagen XIX alpha 1	−4.94	1.79E-05
*Col17a1*	Collagen XVII alpha 1	−3.42	3.93E-03
*Col18a1*	Collagen XVIII alpha 1	−5.20	8.01E-07
*Col20a1*	Collagen XX alpha 1	−4.20	1.12E-04
*Col22a1*	Collagen XXII alpha 1	4.18	2.15E-05
*Col23a1*	Collagen XXIII alpha 1	−4.69	8.56E-06
*Col25a1*	Collagen XXV alpha 1	−4.18	3.20E-05
*Col26a1*	Collagen XXVI alpha 1	−9.80	1.02E-13
*Col27a1*	Collagen XXVII alpha 1	−6.74	5.99E-09
*Col28a1*	Collagen XXVIII alpha 1	5.28	1.64E-02

N = 4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

**Figure 5:**
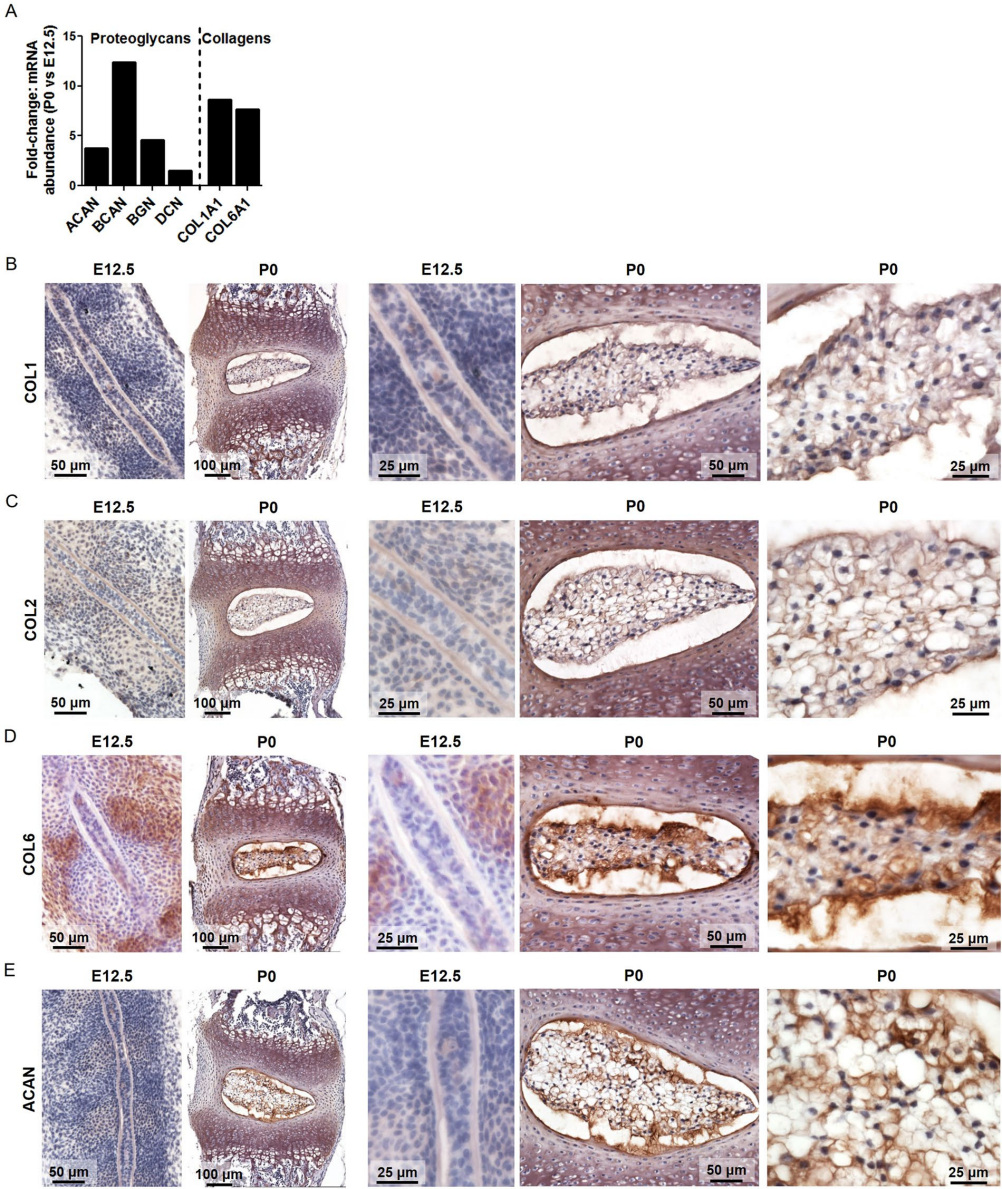
Fold-change in mRNA expression of P0 vs E12.5 NDCs and immunohistochemical analysis of key ECM molecules at E12.5 and P0. (**A**) Fold-change in mRNA expression of proteoglycans and collagens showing significant upregulation at P0. Protein staining for (**B**) COL1, (**C**) COL2, (**D**) COL6, and (**E**) ACAN, showing weak staining in non-cellular regions (core and sheath) of the E12.5 notochord and intense positive staining of the NP at P0. N = 4, all fold changes p < 0.05, P0 compared to E12.5, analyzed by DESeq2 and adjusted for false discovery rate. Refer to Fig. 2 for annotation of structural regions.

With respect to surrounding tissue structures, at E12.5, condensations in the regions of the future discs exhibited positive staining for COL1 and COL6 protein (Fig. 5B,D). At P0, there was positive staining for COL2 protein in the inner AF, cartilaginous epiphyses, growth plates, and primary spongiosa (Fig. 5C). COL1 protein staining was observed in the AF and ossified regions of the vertebral bodies (Fig. 5B). COL6 and ACAN staining were present in the growth plates (Fig. 5D,E).

### Nucleus Pulposus Cell-Specific Markers

Finally, we examined differential mRNA expression of molecules considered to be specific markers of the NP cell phenotype^37^. Several such markers exhibited stable mRNA expression across the E12.5 to P0 developmental window, including brachyury (*T*), keratins 8 and 18 (*Krt8*, *Krt18*), and hypoxia-induced factor (*Hif1a*) (Table 6). 

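The gene for brachyury, T (ENSMUSG00000062327.6, chromosome 17 from 8434423 to 8442496), averaged 584 ± 335 CPM at E12.5 and 1319 ± 745 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of 1.18 (standard error 0.52, adjusted p = 0.117). Krt8 averaged 326 ± 195 CPM at E12.5 and 488 ± 263 CPM at P0, with a log2 fold change of 0.58 (standard error 0.50, adjusted p = 0.419). For Krt18 the means were 178 ± 90.9 CPM at E12.5 and 97.3 ± 61.8 CPM at P0, with a log2 fold change of -0.87 (standard error 0.50, adjusted p = 0.225). Krt8 and Krt18 both lie on chromosome 15 of GRCm38. Hif1a averaged 114 ± 30.6 CPM at E12.5 and 117 ± 10.1 CPM at P0, with a log2 fold change of 0.04 (standard error 0.24, adjusted p = 0.929). The ranges of the stages overlapped for all 4 genes. When each litter was left out in turn, T, Krt8 and Hif1a passed the threshold in none of the 8 fits, with changes of 0.72 to 1.46 for T and 0.13 to 0.98 for Krt8. Krt18 passed in 1, without the P0 litter NPD30, where its log2 fold change was -1.41. The sign for Hif1a depended on the normalization, with -0.11 after upper quartile normalization.

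**Figure D3:**
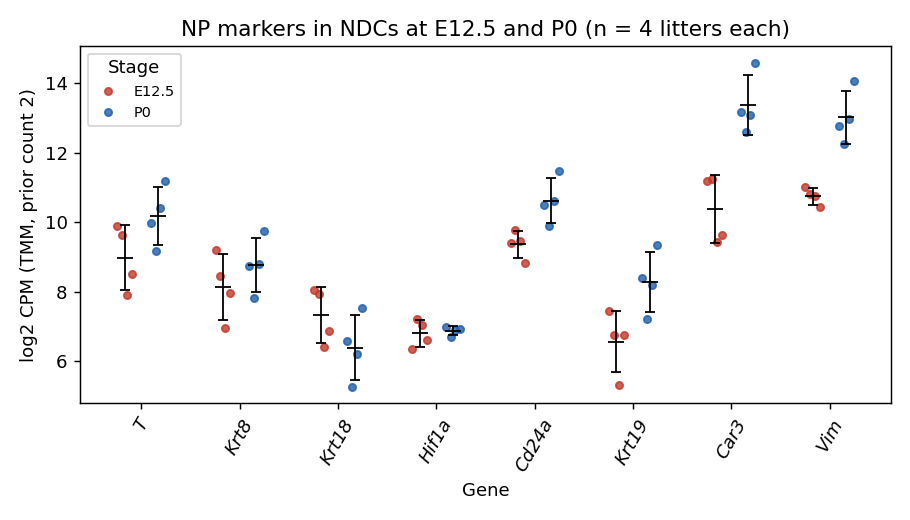
log2 CPM (vertical axis) of NP marker genes at E12.5 and P0; each point is a litter, and bars show the mean ± SD of 4 litters per stage. T, Krt8, Krt18 and Hif1a overlap between stages, while Car3 rises by 2.97 and Vim by 2.42 on the log2 scale.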

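Cd24a, the mouse gene for CD24 (ENSMUSG00000047139.8, chromosome 10 from 43578284 to 43584265), averaged 679 ± 171 CPM at E12.5 and 1708 ± 809 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of 1.33 (standard error 0.38, adjusted p = 0.0224). Krt19 (ENSMUSG00000020911.10, chromosome 11 from 100140810 to 100148665) averaged 107 ± 54.6 CPM at E12.5 and 356 ± 210.1 CPM at P0, with a log2 fold change of 1.74 (standard error 0.50, adjusted p = 0.0267). Car3 (ENSMUSG00000027559.5, chromosome 3 from 14863512 to 14872523) averaged 1569 ± 948 CPM at E12.5 and 12293 ± 8499 CPM at P0, with a log2 fold change of 2.97 (standard error 0.61, adjusted p = 0.00458). Vim (ENSMUSG00000026728.5, chromosome 2 from 13573927 to 13582826) averaged 1742 ± 286 CPM at E12.5 and 9332 ± 5488 CPM at P0, with a log2 fold change of 2.42 (standard error 0.44, adjusted p = 0.00269). Car12 (ENSMUSG00000032373.10, chromosome 9 from 66713686 to 66766845) averaged 4.53 ± 2.92 CPM at E12.5 and 0.938 ± 0.256 CPM at P0, too few counts to pass the filter. Tested without a filter, Car12 had a log2 fold change of -2.24 (adjusted p = 0.0273). Car3 and Vim passed the threshold in all 8 fits that left out 1 litter, Cd24a in 6 and Krt19 in 4. Car12 had enough counts to be tested in those fits and passed in 4, with adjusted p up to 0.0648. The stages overlapped for Krt19. The P0 litter NPD30 had the highest values, 24889 CPM for Car3 and 17309 CPM for Vim.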

Other NP markers exhibited significant changes in mRNA expression from E12.5 to P0, including cluster of differentiation 24 (*Cd24*, 2.48-fold increase), keratin 19 (*Krt19*, 2.9-fold increase), carbonic anhydrase 3 (*Car3*, 8.3-fold increase), carbonic anhydrase 12 (*Car12*, 4.6-fold decrease), and vimentin (*Vim*, 5.7-fold increase) (Table 6).

**Table 6:** Fold-change in mRNA expression of putative NP marker genes at P0 compared to E12.5.

Gene	Name	Fold Change in Expression P0 vs E12.5	p value
*Car12*	Carbonic anhydrase 12	−4.46	0.006
*Car3*	Carbonic anhydrase 3	7.41	3.79E-07
*Cd24*	Cluster of differentiation 24	2.48	0.003
*Krt19*	Cytokeratin 19	3.24	0.003
*Sostdc1*	Sclerostin domain-containing protein 1	9.09	1.83E-10
*Vim*	Vimentin	5.22	2.91E-08

N = 4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

## Discussion

Recapitulation of developmental signaling responsible for embryonic NP formation represents a promising strategy for regenerating the intervertebral discs. During embryonic development, the cells of the notochord function both as a source of secreted signaling molecules to regulate the patterning of the discs and surrounding tissues and as the direct progenitors of NP cells. Notochordal NP cells from juvenile discs have been demonstrated to possess anabolic disease-modifying effects^40–45^, and thus, the application of notochord-derived factors in disc regeneration strategies has received considerable interest. In this study, we advance the molecular-level understanding of notochord cell function and disc development by using RNA-Seq to define the global changes in mRNA expression of NDCs at key stages of embryonic disc formation. It should be emphasized that the data analysis presented here, together with the immunohistochemical validation of a small number of molecules is a first step, and future work will delve further into specific pathways and gene families responsible for formation of the intervertebral discs. We will build on these results by extending RNA-Seq studies to additional pre- and postnatal developmental stages.

In the last decade, there have been important advances in our understanding of intervertebral disc development. Fate mapping studies in mice have provided conclusive evidence of the developmental origin of NP cells^16, 17^ and support the premise that these cells are the direct progenitors of adult NP cells. While these fate-mapping studies do not conclusively prove the notochordal origin of all NP cells in higher species, including humans, transcriptome analysis has demonstrated that adult human and bovine NP cells do highly express some notochordal cell-associated molecules^46, 47^. With respect to molecular regulation of embryonic disc formation, Shh and TGF-β signaling have both been established as indispensable for normal disc development^48–50^. SHH is a long range morphogen, expressed at various stages of embryonic development by cells of the primitive node, notochord, the neural tube floor plate, and posterior limb bud, which regulates spatial patterning, cell survival, and proliferation in both the axial skeleton and central nervous system^6, 14^. Shh signaling is critical for early embryonic patterning of the discs^50, 51^ and disruption of Shh signaling in mouse embryos through removal of Smo from the notochord and floor plate results in reduced NP size and absence of AF lamellar structure^50^. SHH is also required for formation of the sheath surrounding the notochord, and in its absence, notochord cells migrate aberrantly throughout surrounding tissues^50^. It has also been shown that SHH expressed solely by notochordal cells is sufficient for disc formation^51^. Interestingly, if SHH is removed subsequent to sheath formation the discs develop normally, suggesting that SHH is of foremost importance in the early stages of embryonic disc development^50^. Our finding in the current study that Shh signaling is significantly diminished at P0 compared to E12.5, evidenced by lower mRNA abundance of the ligand, receptor, and downstream transcriptional regulators and confirmed via immunohistochemistry (Fig. 4B), is consistent with this early embryonic role. A previous study showed that there continues to be *Shh* mRNA expressed in the mouse NP at E15.5, which is mid-way through the notochord to NP transformation^52^. While our results suggest a significantly diminished role for Shh signaling in the NP following embryonic development, there is evidence for a continuing postnatal role for this pathway^53, 54^, although the exact nature of this role and its importance relative to other pathways for regenerative therapeutics remains to be elucidated.

TGF-β signaling is critical for embryonic formation of both the NP and AF^48, 55, 56^. In mice where *Tgfbr2* is specifically removed from type II collagen expressing cells, the NPs that form are abnormally small suggesting that TGF-β signaling is required to drive NP growth^55^. TGF-β has been localized to human notochord cells and was shown to increase in expression from 12 to 14 weeks gestation^57^. The presence of all TGF-β isoforms and type I and II receptors has been demonstrated in the adult mouse NP, with expression decreasing progressively with aging^7^. In the current study, we found an 11-fold increase in *Tgfb1* mRNA abundance at P0 relative to E12.5 with protein expression confirmed using immunohistochemistry at both ages, and a corresponding 4-fold increase in *Tgfbr2* mRNA abundance. These results support the previously described central role for TGF-β signaling in the late embryonic and early postnatal differentiation and growth of the disc^38, 58^.

While the Shh and TGF-β pathways are perhaps the best characterized with respect to disc development, our results also demonstrated differential expression of secreted signaling molecules in other pathways. IGFs are important regulators of proliferation and differentiation during development across multiple skeletal cell types, including chondrocytes and osteoblasts^59, 60^. In NDCs, *Igf1* and *Igf2* exhibited opposite expression patterns, exhibiting higher and lower mRNA abundance at P0 compared to E12.5, respectively (Table 3). 

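Igf2 (ENSMUSG00000048583.12, chromosome 7 from 142650766 to 142666816) was the most abundant of the IGF genes named and averaged 5163 ± 1878 CPM at E12.5 and 453 ± 193 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of -3.51 (standard error 0.46, adjusted p = 0.000522). Every E12.5 litter lay above every P0 litter, and the change ranged from -3.70 to -3.26 with each litter left out in turn. Igf1 changed by 2.14 on the log2 scale (adjusted p = 0.036), and its sign was positive in all 8 of those fits. Igfbp5 fell with Igf2, from 2263 ± 1023 CPM at E12.5 to 166 ± 32.4 CPM at P0, with a log2 fold change of -3.77 (standard error 0.40, adjusted p = 0.000181). Igfbp3 had a log2 fold change of -2.40 (adjusted p = 0.00368) and Igfbp2 of -1.65 (adjusted p = 0.0424). Igfbp2 passed the threshold in 2 of the 8 fits.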

In general, these findings are consistent with existing literature for other tissues where *Igf1* has been shown to increase in expression during postnatal growth and into adulthood while *Igf2* is highest during embryonic and fetal development^11^. *Igf1r*-deficient mice exhibit signs of accelerated disc degeneration, suggesting *Igf1* is required to maintain the healthy adult disc^10^. In culture studies, IGF-1 has been shown to exert anabolic and anti-apoptotic effects on disc cells^18, 20, 29, 30, 32, 61, 62^ and has also been shown to exert anabolic effects on disc cells *in vivo* ^31^.

The ECM components of the NP are important in supporting tissue structure and biomechanical function as well as for the binding and distribution of the many secreted growth factors that mediate tissue morphogenesis, homeostasis, repair, and remodeling. The ECM composition of the adult NP has been widely studied. The two components that are principally important for mechanical function (specifically, resisting compressive forces) are COL2 and ACAN. Both COL2 and ACAN proteins have been shown previously to be expressed in the NP during embryonic development^12, 63^. COL2 is prominent in the human fetal NP from ~12 weeks gestation with ACAN also present as both diffuse and focal extracellular deposits^12^. COL2 is critical for the notochord to NP transformation^64^: in *Col2*-deficient mice the notochord persists as a rod-like structure until birth and intervertebral discs do not form. Here, we show that *Col2a1* exhibits stable mRNA abundance as the notochord transforms into the NP, while *Acan* abundance is higher at P0 compared to E12.5. Protein for both ACAN and COL2 was detected immunohistochemically at both developmental stages. Interestingly, we found increased mRNA abundance of *Col1*, not typically associated with the healthy NP matrix, at P0 relative to E12.5. 

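In the E12.5 litters NDP10-2, NPD3, NPD4 and NPD9-2, Col1a1 had log2 CPM of 10.14, 8.51, 7.88 and 10.31. In the P0 litters NPD26, NPD27, NPD28 and NPD30 the values were 11.47, 12.75, 12.70 and 13.49. The mean over 6 osteoblast genes was 0.63, 0.54, 0.65 and 0.25 in the E12.5 litters and 4.09, 4.80, 4.44 and 4.89 in the P0 litters, in the same order. Col1a2 (ENSMUSG00000029661.12, chromosome 6 from 4504814 to 4541544) averaged 673 ± 232 CPM at E12.5 and 3837 ± 1660.0 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of 2.51 (standard error 0.43, adjusted p = 0.00188). With each litter left out in turn, the log2 fold change ranged from 2.82 to 3.56 for Col1a1 and from 2.19 to 2.75 for Col1a2, and both passed the threshold in all 8 fits.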

In the adult disc, *Col1* is predominantly confined to the outer annulus fibrosus^1^ except during aging and degeneration when the NP becomes more fibrous^63^. Consistent with our results, however, *Col1* mRNA and protein have been demonstrated previously in the developing notochord and NP in humans and mice^12, 54, 57, 65^. 

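Col6a2 (ENSMUSG00000020241.9), which lies near Col6a1 on chromosome 10 of GRCm38, from 76595762 to 76623630, averaged 77.0 ± 46.8 CPM at E12.5 and 473 ± 301 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of 2.62 (standard error 0.59, adjusted p = 0.00854). Log2 CPM of Col6a1 was 6.58, 5.55, 4.68 and 6.69 in the E12.5 litters NDP10-2, NPD3, NPD4 and NPD9-2 and 8.43, 7.88, 9.53 and 9.79 in the P0 litters NPD26, NPD27, NPD28 and NPD30. With each litter left out in turn, the log2 fold change ranged from 2.67 to 3.29 for Col6a1 and from 2.18 to 2.97 for Col6a2, and both passed the threshold in all 8 fits.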

We also found significantly elevated *Col6* mRNA expression at P0 (Table 4, Fig. 5A). COL6 protein, shown to be present in the human fetal disc from 12 weeks gestation and to increase with postnatal development and into adulthood^63^, exhibits predominantly pericellular localization^8^ and may play an important role in cell mechanotransduction similar to articular cartilage^9^. We also found significantly increased mRNA abundance of the small leucine rich repeat proteoglycans (SLRPs) *Bgn*, *Fmod*, and *Prelp* at P0. These molecules have established roles in the regulation of ECM assembly through binding to collagen fibrils and growth factors such as TGF-β and IGF-1^66–68^.

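Fmod (ENSMUSG00000041559.7, chromosome 1 from 134037254 to 134048277) averaged 161 ± 84.5 CPM at E12.5 and 826 ± 484 CPM at P0 (SD, n = 4 litters each), with a log2 fold change of 2.36 (standard error 0.55, adjusted p = 0.00898). Prelp (ENSMUSG00000041577.5, chromosome 1 from 133910304 to 133921414), a neighbour of Fmod on the same chromosome, averaged 88.6 ± 37.5 CPM at E12.5 and 243 ± 159 CPM at P0, with a log2 fold change of 1.45 (standard error 0.51, adjusted p = 0.0549). Bgn and Fmod were higher in every P0 litter than in every E12.5 litter and passed the threshold in all 8 fits that left out 1 litter, with changes from 1.89 to 2.44 for Bgn and from 1.93 to 2.64 for Fmod. The Prelp ranges overlapped, and it passed in 2 of the 8 fits. With DESeq2's Wald test its adjusted p was 0.0172, for a log2 fold change of 1.44.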

Finally, we examined the abundance of putative NP phenotypic markers shown previously to be expressed by immature and adult NP cells^38, 41, 42, 61, 63^. The search for NP markers has attracted fervent interest over the past decade due to their potential utility in validating NP-lineage specific differentiation of stem cells and to facilitate NP-specific analyses of gene function in transgenic animal models^37, 46, 47, 67, 69^. Here, we identify several such markers that exhibited stable or increased expression across the E12.5 to P0 developmental window that may be the most faithful indicators of notochordal and early postnatal NP cell phenotypes.

A limitation of this study was that we analyzed NDCs assuming a homogeneous population. Previous work demonstrated heterogeneity within the mouse NP cell population and the associated ECM, which manifests during later stages of development and into adulthood as a central notochordal-rich region surrounded by a halo of GAG-rich matrix-containing cells that are more chondrocyte-like. While our histological observations at P0 (Fig. 2D,E) superficially suggest a homogeneous cell population, it may well be the case that at the molecular level, phenotypically distinct subpopulations of cells are already beginning to emerge at this early postnatal developmental stage. Future work will seek to establish the extent to which altered gene expression at P0, and at later stages of postnatal development, reflects progressive heterogeneity in NP cellularity as a consequence of differentiation. While whole-transcriptome profiling studies such as this one provide comprehensive and high-fidelity gene-level information across a specified developmental window, we can only speculate as to the specific function and relative importance of many of those genes in disc development. To answer these questions, we anticipate that the results presented here will motivate future tissue-specific knockdown or overexpression studies in transgenic animal models.

In addition to improving fundamental understanding of molecular regulation of embryonic disc formation, our long term goal is to use these results to develop improved biologic strategies for regenerating NP tissue. While direct application of notochordal cells in cell-based therapeutics is limited due to their prenatal source, it may be possible to reprogram more readily available therapeutic cell types such as mesenchymal or induced pluripotent stem cells to mimic the secretory profile of notochordal cells, enhancing their potential for NP-specific tissue reconstitution. A promising strategy may be to drive stem cells towards a mature biosynthetic NP cell phenotype through sequential exposure to specific growth factors. A similar paradigm has been used previously to derive cartilage cells from pluripotent stem cell-derived progenitors^69^, and the results of this study provide a preliminary roadmap towards achieving this for disc regeneration.

## Conclusions

We have conducted the first transcriptome-wide analysis of notochord-derived cells during embryonic intervertebral disc formation. Overall, our results suggest that the secretory profile of NDCs changes from one optimized to direct tissue patterning through secretion of morphogens such as SHH at E12.5, to one focused on regulating cell differentiation, proliferation, and tissue growth through increased secretion of growth factors such as TGF-β1 and IGF-1 at P0 combined with increased synthesis of ECM molecules required to support the structure and mechanical function of the NP.

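Over the same 8 litters, Shh fell by 7.14 and Igf2 by 3.51 on the log2 scale, while Tgfb1 rose by 3.59, Igf1 by 2.14, Acan by 1.99 and Col6a1 by 3.03. With each litter left out in turn, Shh, Igf2, Tgfb1 and Col6a1 passed the threshold in all 8 fits, and Igf1 and Acan each in 3. The paper takes the lower abundance of Shh, its receptors and its transcription factors, together with its staining for the protein, as fitting an early role for this morphogen. From this and from the higher abundance of Tgfb1, Igf1 and matrix genes at P0, the paper proposes a shift in the NDCs. In this proposal their secretory profile passes from patterning tissue to regulating how cells differentiate and proliferate and how tissue grows. More synthesis of matrix goes with it.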

## Electronic supplementary material

Supplemental Information

# Supplementary material for: Whole Transcriptome Analysis of Notochord-Derived Cells during Embryonic Formation of the Nucleus Pulposus
**Source:** Sci Rep. 2017 Sep 5;7:10504. doi: 10.1038/s41598-017-10692-5
**Supplement:** Supplementary file 1 — Supplemental Information

## **Supplemental Figures and Tables**

### **Whole Transcriptome Analysis of Notochord-Derived Cells during Embryonic Formation of the Nucleus Pulposus**

Sun H. Peck<sup>1,2</sup>, Kendra K. McKee<sup>3</sup>, John W. Tobias<sup>4</sup>, Neil R. Malhotra<sup>1,2</sup>, Brian D. Harfe<sup>3</sup>,  
Lachlan J. Smith<sup>1,2\*</sup>

Assistant Professor

Department of Neurosurgery

University of Pennsylvania

Philadelphia, PA 19104

**Supplemental Figure S1: Representative images of negative controls for immunohistochemical analyses.**

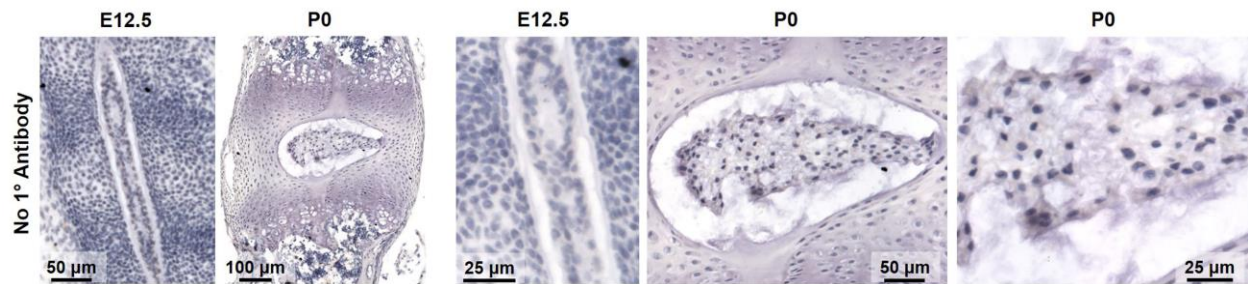

**Supplemental Table S1: Primary antibodies used for immunohistochemistry.**

| Antibody       | Host   | Company    | Catalog Number |
|----------------|--------|------------|----------------|
| SHH            | Rabbit | Millipore  | 06-1106        |
| PTCH1          | Rabbit | Abcam      | ab53715        |
| TGF- $\beta$ 1 | Rabbit | Abcam      | ab66043        |
| IGF-1          | Rabbit | Abcam      | ab40657        |
| Aggrecan       | Rabbit | Abcam      | ab36861        |
| Collagen 1     | Rabbit | Abcam      | ab34710        |
| Collagen 2     | Rabbit | Abcam      | ab21291        |
| Collagen 6     | Rabbit | Fitzgerald | 70R-Cr009x     |

**Supplemental Table S2: Fold-change in mRNA expression of Wnt pathway genes at P0 compared to E12.5.** N=4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

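Apart from Myc, values in the table are signed fold changes in mRNA abundance, P0 against E12.5, from the authors' DESeq2 test on counts. The Myc value, -0.45, is too small in size to be a signed fold change, and Supplemental Table S5 gives Myc a positive value. Of its 50 Wnt pathway genes, 48 had enough counts to be tested, of which 4 were higher and 44 lower at P0. An adjusted p under 0.05 in the paper's direction was reached by 43 of the 50. The others were Fzd6, Sfrp4, Sox9, Sox17, Wnt1, Wnt6 and Myc. Myc had a log2 fold change of 1.15 (adjusted p = 0.00447).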

| Gene           | Name                                                | Fold Change in Expression<br>P0 vs E12.5 | p value  |
|----------------|-----------------------------------------------------|------------------------------------------|----------|
| <i>Axin2</i>   | axin 2                                              | -6.95                                    | 8.30E-11 |
| <i>Bcl9</i>    | B-cell CLL/lymphoma 9                               | -2.81                                    | 4.03E-06 |
| <i>Ccnd1</i>   | cyclin D1                                           | -4.30                                    | 1.45E-10 |
| <i>Cd44</i>    | CD44 molecule (Indian blood group)                  | 13.20                                    | 1.09E-22 |
| <i>Cdh1</i>    | cadherin 1                                          | -4.75                                    | 2.51E-06 |
| <i>Cdh3</i>    | cadherin 3                                          | -53.52                                   | 1.23E-30 |
| <i>Dkk2</i>    | dickkopf WNT signaling pathway inhibitor 2          | -10.18                                   | 6.44E-13 |
| <i>Frzb</i>    | frizzled-related protein                            | -2.83                                    | 8.79E-04 |
| <i>Fzd1</i>    | frizzled class receptor 1                           | -4.21                                    | 9.64E-07 |
| <i>Fzd2</i>    | frizzled class receptor 2                           | -8.11                                    | 7.97E-15 |
| <i>Fzd3</i>    | frizzled class receptor 3                           | -6.57                                    | 2.15E-17 |
| <i>Fzd4</i>    | frizzled class receptor 4                           | -2.30                                    | 1.55E-02 |
| <i>Fzd6</i>    | frizzled class receptor 6                           | -2.29                                    | 3.69E-02 |
| <i>Fzd7</i>    | frizzled class receptor 7                           | -2.02                                    | 3.86E-03 |
| <i>Fzd8</i>    | frizzled class receptor 8                           | -5.72                                    | 1.03E-07 |
| <i>Fzd9</i>    | frizzled class receptor 9                           | -5.55                                    | 1.05E-05 |
| <i>Fzd10</i>   | frizzled class receptor 10                          | -16.43                                   | 2.63E-07 |
| <i>Kremen1</i> | kringle containing transmembrane protein 1          | -3.38                                    | 3.19E-04 |
| <i>Kremen2</i> | kringle containing transmembrane protein 2          | -33.04                                   | 7.81E-15 |
| <i>Myc</i>     | v-myc avian myelocytomatosis viral oncogene homolog | -0.45                                    | 2.98E-04 |
| <i>Nlk</i>     | nemo-like kinase                                    | -1.56                                    | 3.98E-02 |
| <i>Rarb</i>    | retinoic acid receptor, beta                        | -3.69                                    | 3.69E-04 |
| <i>Sfrp1</i>   | secreted frizzled-related protein 1                 | -14.51                                   | 3.57E-19 |
| <i>Sfrp2</i>   | secreted frizzled-related protein 2                 | -35.56                                   | 3.56E-27 |
| <i>Sfrp4</i>   | secreted frizzled-related protein 4                 | 4.13                                     | 3.69E-02 |
| <i>Smo</i>     | smoothened, frizzled class receptor                 | -2.03                                    | 5.07E-03 |

|               |                                                          |        |          |
|---------------|----------------------------------------------------------|--------|----------|
| <i>Sox2</i>   | SRY-box 2                                                | -7.20  | 1.71E-04 |
| <i>Sox4</i>   | SRY-box 4                                                | -4.13  | 7.71E-11 |
| <i>Sox5</i>   | SRY-box 5                                                | -3.84  | 1.25E-04 |
| <i>Sox7</i>   | SRY-box 7                                                | -6.46  | 6.05E-06 |
| <i>Sox8</i>   | SRY-box 8                                                | -2.37  | 2.42E-02 |
| <i>Sox9</i>   | SRY-box 9                                                | -2.29  | 3.35E-02 |
| <i>Sox10</i>  | SRY-box 10                                               | -11.52 | 6.36E-10 |
| <i>Sox11</i>  | SRY-box 11                                               | -24.17 | 1.75E-24 |
| <i>Sox12</i>  | SRY-box 12                                               | -3.47  | 1.85E-05 |
| <i>Sox13</i>  | SRY-box 13                                               | -3.65  | 5.87E-05 |
| <i>Sox17</i>  | SRY-box 17                                               | -10.50 | 5.01E-04 |
| <i>Tcf4</i>   | transcription factor 4                                   | -3.79  | 6.44E-13 |
| <i>Tcf7l1</i> | transcription factor 7-like 1 (T-cell specific, HMG-box) | -2.66  | 1.36E-02 |
| <i>Tle1</i>   | transducin like enhancer of split 1                      | -6.04  | 1.07E-20 |
| <i>Wnt1</i>   | wingless-type MMTV integration site family member 1      | -6.42  | 1.25E-02 |
| <i>Wnt3</i>   | wingless-type MMTV integration site family member 3      | -4.77  | 2.97E-03 |
| <i>Wnt6</i>   | wingless-type MMTV integration site family member 6      | -3.25  | 2.30E-02 |
| <i>Wnt11</i>  | wingless-type MMTV integration site family member 11     | -3.23  | 5.35E-04 |
| <i>Wnt16</i>  | wingless-type MMTV integration site family member 16     | 8.56   | 8.65E-06 |
| <i>Wnt2b</i>  | wingless-type MMTV integration site family member 2B     | -2.67  | 6.65E-04 |
| <i>Wnt5a</i>  | wingless-type MMTV integration site family member 5A     | -3.52  | 2.26E-05 |
| <i>Wnt7a</i>  | wingless-type MMTV integration site family member 7A     | -5.75  | 8.30E-03 |
| <i>Wnt7b</i>  | wingless-type MMTV integration site family member 7B     | -35.31 | 3.47E-13 |
| <i>Wnt9b</i>  | wingless-type MMTV integration site family member 9B     | -6.71  | 3.81E-03 |

**Supplemental Table S3: Fold-change in mRNA expression of EGF pathway genes at P0 compared to E12.5.** N=4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

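Of the 11 EGF pathway genes, 10 had an adjusted p under 0.05 in the paper's direction, 8 higher and 2 lower at P0. The log2 fold change was 4.76 for Fos (adjusted p = 0.00189) and 2.61 for Prkca (adjusted p = 7.51e-05). Fos belongs to a set of 14 immediate early genes whose mean log2 CPM was 3.54, 4.07, 3.03 and 3.90 in the E12.5 litters and 5.86, 6.25, 5.76 and 5.37 in the P0 litters. Itpr1 had a log2 fold change of -0.82 with an adjusted p of 0.0549.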

| Gene         | Name                                                                             | Fold Change in Expression<br>P0 vs E12.5 | p value  |
|--------------|----------------------------------------------------------------------------------|------------------------------------------|----------|
| <i>Elk1</i>  | ELK1, member of ETS oncogene family                                              | -1.86                                    | 1.61E-02 |
| <i>Fos</i>   | FBJ murine osteosarcoma viral oncogene homolog                                   | 23.33                                    | 4.50E-12 |
| <i>Grb2</i>  | growth factor receptor bound protein 2                                           | 2.64                                     | 1.32E-04 |
| <i>Itpr1</i> | inositol 1,4,5-trisphosphate receptor, type 1                                    | -1.76                                    | 4.88E-02 |
| <i>Itpr2</i> | inositol 1,4,5-trisphosphate receptor, type 2                                    | 2.10                                     | 2.58E-02 |
| <i>Itpr3</i> | inositol 1,4,5-trisphosphate receptor, type 3                                    | 3.17                                     | 6.89E-03 |
| <i>Jak1</i>  | Janus kinase 1                                                                   | 2.77                                     | 3.88E-05 |
| <i>Prkca</i> | protein kinase C, alpha                                                          | 6.00                                     | 8.20E-22 |
| <i>Src</i>   | SRC proto-oncogene, non-receptor tyrosine kinase                                 | -2.02                                    | 8.40E-03 |
| <i>Stat1</i> | signal transducer and activator of transcription 1                               | 8.94                                     | 5.36E-10 |
| <i>Stat3</i> | signal transducer and activator of transcription 3 (acute-phase response factor) | 2.89                                     | 6.16E-06 |

**Supplemental Table S4: Fold-change in mRNA expression of FGF pathway genes at P0 compared to E12.5.** N=4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

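Of the 18 FGF pathway genes, 16 had enough counts to be tested and 14 had an adjusted p under 0.05 in the paper's direction, 5 higher and 9 lower at P0. Fgf15 had the largest fall, with a log2 fold change of -5.93 (adjusted p = 0.00193), and Fgf1 the largest rise, 4.57 (adjusted p = 8.69e-05). The receptor genes Fgfr1, Fgfr2 and Fgfr4 had log2 fold changes of -1.11, -1.88 and -3.19. Fgf10 had -1.85 with an adjusted p of 0.0663. Fgf2 and Fgf6 did not pass the filter on low counts. The number of FGF genes past the threshold ranged from 9 to 13 with each litter left out in turn.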

| Gene          | Name                                                                             | Fold Change in Expression<br>P0 vs E12.5 | p value  |
|---------------|----------------------------------------------------------------------------------|------------------------------------------|----------|
| <i>Creb3</i>  | cAMP responsive element binding protein 3                                        | 1.69                                     | 0.049    |
| <i>Creb5</i>  | cAMP responsive element binding protein 5                                        | -5.33                                    | 6.00E-10 |
| <i>Fgf1</i>   | fibroblast growth factor 1 (acidic)                                              | 22.41                                    | 6.65E-24 |
| <i>Fgf2</i>   | fibroblast growth factor 2 (basic)                                               | 6.47                                     | 0.034    |
| <i>Fgf6</i>   | fibroblast growth factor 6                                                       | -17.27                                   | 0.017    |
| <i>Fgf10</i>  | fibroblast growth factor 10                                                      | -3.44                                    | 0.034    |
| <i>Fgf11</i>  | fibroblast growth factor 11                                                      | -2.55                                    | 0.015    |
| <i>Fgf15</i>  | fibroblast growth factor 15                                                      | -40.22                                   | 9.39E-06 |
| <i>Fgf18</i>  | fibroblast growth factor 18                                                      | -3.45                                    | 0.001    |
| <i>Fgfr1</i>  | fibroblast growth factor receptor 1                                              | -2.13                                    | 0.012    |
| <i>Fgfr2</i>  | fibroblast growth factor receptor 2                                              | -3.63                                    | 2.46E-07 |
| <i>Fgfr4</i>  | fibroblast growth factor receptor 4                                              | -8.14                                    | 1.76E-04 |
| <i>Fgfrl1</i> | fibroblast growth factor receptor-like 1                                         | -2.64                                    | 0.012    |
| <i>Gab1</i>   | GRB2 associated binding protein 1                                                | -1.64                                    | 0.031    |
| <i>Grb2</i>   | growth factor receptor bound protein 2                                           | 2.64                                     | 1.32E-04 |
| <i>Itpr1</i>  | inositol 1,4,5-trisphosphate receptor, type 1                                    | -1.76                                    | 0.049    |
| <i>Ptpn6</i>  | protein tyrosine phosphatase, non-receptor type 6                                | 19.03                                    | 1.32E-13 |
| <i>Stat3</i>  | signal transducer and activator of transcription 3 (acute-phase response factor) | 2.89                                     | 6.16E-06 |

**Supplemental Table S5: Fold-change in mRNA expression of PDGF pathway genes at P0 compared to E12.5.** N=4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

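Of the 14 PDGF pathway genes, 13 had an adjusted p under 0.05 in the paper's direction, 9 higher and 4 lower at P0. The ligand gene Pdgfb had a log2 fold change of 3.33 (adjusted p = 0.011) and Pdgfc of -1.28 (adjusted p = 0.0161). The receptor genes Pdgfra and Pdgfrb had -1.99 (adjusted p = 0.00038) and -0.84 (adjusted p = 0.0429). Mras, at 1.02, had an adjusted p of 0.0574. In the same table Myc had a log2 fold change of 1.15.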

| Gene          | Name                                                                             | Fold Change in Expression<br>P0 vs E12.5 | p value  |
|---------------|----------------------------------------------------------------------------------|------------------------------------------|----------|
| <i>Fos</i>    | FBJ murine osteosarcoma viral oncogene homolog                                   | 23.33                                    | 4.50E-12 |
| <i>Grb2</i>   | growth factor receptor bound protein 2                                           | 2.64                                     | 1.32E-04 |
| <i>Mapk3</i>  | mitogen-activated protein kinase 3                                               | 2.02                                     | 5.81E-04 |
| <i>Mras</i>   | muscle RAS oncogene homolog                                                      | 1.99                                     | 4.69E-02 |
| <i>Myc</i>    | v-myc avian myelocytomatosis viral oncogene homolog                              | 2.20                                     | 2.98E-04 |
| <i>Pdgfb</i>  | platelet derived growth factor subunit B                                         | 8.90                                     | 2.44E-05 |
| <i>Pdgfc</i>  | platelet derived growth factor C                                                 | -2.41                                    | 4.38E-03 |
| <i>Pdgfra</i> | platelet derived growth factor receptor alpha                                    | -3.93                                    | 1.05E-10 |
| <i>Pdgfrb</i> | platelet derived growth factor receptor beta                                     | -1.77                                    | 4.50E-02 |
| <i>Stat1</i>  | signal transducer and activator of transcription 1                               | 8.94                                     | 5.36E-10 |
| <i>Stat3</i>  | signal transducer and activator of transcription 3 (acute-phase response factor) | 2.89                                     | 6.16E-06 |
| <i>Synj1</i>  | synaptojanin 1                                                                   | 2.57                                     | 5.12E-05 |
| <i>Synj2</i>  | synaptojanin 2                                                                   | -3.48                                    | 3.74E-06 |
| <i>Tyk2</i>   | tyrosine kinase 2                                                                | 2.86                                     | 4.37E-04 |

**Supplemental Table S6: Fold-change in mRNA expression of common kinase and phosphatase genes involved in pathway**

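All 26 kinase and phosphatase genes had an adjusted p under 0.05 in the paper's direction, 21 higher and 5 lower at P0. The median log2 fold change of the genes that were higher was 1.91, and 10 of them exceeded 2. The largest was that of Pik3r5, 6.71 (adjusted p = 0.00307), followed by Pik3cg at 4.81 (adjusted p = 0.000982) and Inpp5d at 4.76 (adjusted p = 0.00183). The lowest was that of Pik3r3, -2.60 (adjusted p = 0.000704). In the same samples the mean log2 CPM of 14 leukocyte genes was 2.37, 2.39, 2.31 and 3.50 in the E12.5 litters and 8.16, 8.39, 8.37 and 4.90 in the P0 litters.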

**signaling at P0 compared to E12.5.** N=4, Differential expression analyzed by DESeq2 and p values adjusted for false discovery rate.

| Gene           | Name                                                                    | Fold Change in Expression<br>P0 vs E12.5 | p value  |
|----------------|-------------------------------------------------------------------------|------------------------------------------|----------|
| <i>Inpp5d</i>  | inositol polyphosphate-5-phosphatase D                                  | 23.02                                    | 2.89E-12 |
| <i>Inpp5k</i>  | inositol polyphosphate-5-phosphatase K                                  | 2.53                                     | 2.64E-04 |
| <i>Jak1</i>    | Janus kinase 1                                                          | 2.77                                     | 3.88E-05 |
| <i>Jak2</i>    | Janus kinase 2                                                          | 1.98                                     | 3.85E-03 |
| <i>Jak3</i>    | Janus kinase 3                                                          | 7.53                                     | 4.44E-07 |
| <i>Mapk3</i>   | mitogen-activated protein kinase 3                                      | 2.02                                     | 5.81E-04 |
| <i>Pik3c2b</i> | phosphatidylinositol-4-phosphate 3-kinase catalytic subunit type 2 beta | -3.01                                    | 4.87E-04 |
| <i>Pik3cb</i>  | phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit beta   | 2.80                                     | 1.31E-04 |
| <i>Pik3cd</i>  | phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit delta  | 10.59                                    | 5.20E-19 |
| <i>Pik3cg</i>  | phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma  | 24.45                                    | 1.63E-14 |
| <i>Pik3r3</i>  | phosphoinositide-3-kinase regulatory subunit 3                          | -5.95                                    | 1.04E-09 |
| <i>Pik3r5</i>  | phosphoinositide-3-kinase regulatory subunit 5                          | 41.04                                    | 2.93E-05 |
| <i>Pik3r6</i>  | phosphoinositide-3-kinase regulatory subunit 6                          | 15.16                                    | 1.34E-09 |
| <i>Prkacb</i>  | protein kinase, cAMP-dependent, beta catalytic subunit                  | 2.62                                     | 1.82E-05 |
| <i>Prkar1b</i> | protein kinase, cAMP-dependent, regulatory subunit type I beta          | 2.23                                     | 8.79E-03 |
| <i>Plcg1</i>   | phospholipase C gamma 1                                                 | -2.32                                    | 2.67E-05 |
| <i>Plcg2</i>   | phospholipase C gamma 2                                                 | 12.86                                    | 3.15E-09 |
| <i>Ppm1j</i>   | protein phosphatase, Mg <sup>2+</sup> /Mn <sup>2+</sup> dependent 1J    | 4.91                                     | 1.85E-03 |
| <i>Ppm1l</i>   | protein phosphatase, Mg <sup>2+</sup> /Mn <sup>2+</sup> dependent 1L    | -1.71                                    | 2.51E-02 |
| <i>Ppp2r2b</i> | protein phosphatase 2 regulatory subunit B, beta                        | 2.75                                     | 4.68E-04 |
| <i>Ppp2r5a</i> | protein phosphatase 2 regulatory subunit B', alpha                      | 3.67                                     | 1.13E-06 |
| <i>Ppp2r5b</i> | protein phosphatase 2 regulatory subunit B', beta                       | 2.16                                     | 1.02E-02 |

|              |                                                  |       |          |
|--------------|--------------------------------------------------|-------|----------|
| <i>Prkca</i> | protein kinase C, alpha                          | 6.00  | 8.20E-22 |
| <i>Prkcb</i> | protein kinase C, beta                           | 9.95  | 4.10E-08 |
| <i>Src</i>   | SRC proto-oncogene, non-receptor tyrosine kinase | -2.02 | 8.40E-03 |
| <i>Tyk2</i>  | tyrosine kinase 2                                | 2.86  | 4.37E-04 |

How the deposited data were processed for this re-analysis (not part of the article)

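RNA from NDCs of Shh-cre;ROSA:YFP mice was sequenced at E12.5 and at P0, with 4 litters at each stage and the animals of a litter pooled. The E12.5 notochords were dissected and the P0 NP cells were dissociated and sorted, so stage and isolation method cannot be separated. The authors aligned the reads with STAR to GRCm38, counted them on Gencode M4 genes with htseq-count and deposited raw counts, 1 value per gene and sample, without normalization. The values were checked to be whole numbers with a different total in each sample. The stage of each sample was taken from its label and the paper's methods. The paper used DESeq2, regularized log2 values for PCA and Ingenuity Pathway Analysis, whose full gene lists its text does not give.

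The counts cover 43346 gene identifiers, of which 42462 were matched to a symbol and 884 were not. Positions come from Gencode M21 on the same build, a later annotation than the one the authors counted on. Reads counted on genes numbered 4535080, 5085225, 7180221 and 4442775 in the E12.5 litters NDP10-2, NPD3, NPD4 and NPD9-2 and 6371842, 6912939, 8904050 and 6587579 in the P0 litters NPD26, NPD27, NPD28 and NPD30. At those depths 3 counts equal 0.337 to 0.675 CPM. This floor covers counting error only.

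Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filter filterByExpr with its minimum count of 10 and minimum total of 15, robust dispersion estimates and the quasi-likelihood F-test, with p-values adjusted by the Benjamini-Hochberg method. The filter left 15467 genes. A gene was counted as differentially expressed at an adjusted p under 0.05 and a fold change over 2, as in the paper, and a single gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. DESeq2 1.42.0 and limma 3.58.1 (voom) were used for alternatives, and DESeq2 for the regularized log2 values. CPM per sample uses TMM library sizes, except for the floor and for Xist and the Y chromosome genes, which use library sizes without TMM. Log2 CPM adds a prior count of 2. The method was tested on simulated data with 200 changed genes. All simulated changes exceeded a fold change of 2, and dispersions were those of the trend with abundance, so smaller changes were not tested. The edgeR test called 191 genes, recovered 90.5% of the changed ones in the right direction, and 5.24% of its calls were unchanged genes. DESeq2 without a prior recovered 90.5% with 10.8% of calls unchanged, and limma-voom 87.5% with 3.31%.

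The genes named are every gene the paper names in its results or discussion or shows as a bar in Fig. 4 and Fig. 5A, and the 5 genes with the largest increase and the 5 with the largest decrease among genes past both thresholds whose P0 litters all lie on the same side of all E12.5 litters and whose mean log2 CPM is at least 2. Genes of the paper's tables were scored by whether they passed an adjusted p under 0.05 in the paper's direction. The pathway families were lists of gene symbols, with 17 genes for Shh, 42 for TGF-β, 25 for IGF and 56 for Wnt signaling. Marker sets for 15 cell types or states were scored as the mean log2 CPM over the set. For the sets, stages were compared with a two-sided exact permutation test, for which 0.0286 is the smallest p that 4 against 4 allow, adjusted over the 15 sets.

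The alternatives were DESeq2's Wald test without and with a normal prior, limma-voom, DESeq2 size factors and upper quartile normalization, no filter, at least 10 counts in every sample, estimates that were not robust, mitochondrial and hemoglobin genes left out, counts downsampled to the smallest library, a test against a fold change of 2, no threshold on fold change, other inputs for PCA, other ways of scoring marker sets, and each litter left out in turn. Alternatives chosen after the data were seen were DESeq2 on all genes with its own filter, the E12.5 litters NDP10-2 and NPD9-2 left out, a correction for GC content and transcript length, and family shares that include every tested gene. Immunohistochemistry was not analysed here.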

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

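The tests of leukocyte, immediate early, neural tube and neural crest genes were set beforehand, and those of erythroid, liver, bone, sclerotome and muscle genes were chosen only after the result was seen.

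Within a stage, a litter stood apart from the other 3 in 9 of 168 comparisons, where about 8.4 would arise by chance. At E12.5, NPD9-2 had a leukocyte set mean of 3.50 log2 CPM against 2.31 to 2.39 in the others, and a definitive erythroid set mean of 8.53 against 6.12 to 6.49. At P0, NPD30 had a leukocyte set mean of 4.90 against 8.16 to 8.39. Also at P0, NPD28 had a neutrophil set mean of 8.17 against 6.03 to 6.37, a Retnlg log2 CPM of 9.57 against 6.26 to 6.43 and a Stfa2 log2 CPM of 9.29 against 5.68 to 6.24. At E12.5, Tgfbr2 in NPD4 was 5.80 against 6.07 to 6.09, Igfbp7 in NPD3 was 2.99 against 1.57 to 1.76, and Wnt9b in NDP10-2 was 2.64 against 1.30 to 1.47. Their number is about what chance gives, which does not show that each is chance: NPD30 also lay apart on PC1, at 33.1 against 78.5 to 83.6 in the other P0 litters. What set these litters apart was not tested, and no biological explanation was tested. The spread of the leukocyte set over the P0 litters, most of which comes from NPD30, is used further below in the tests of Igf1 and Tgfb1.

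Genes outside those the paper discusses differed between the stages. The leukocyte set was higher at P0 by 4.81 log2 units and the neutrophil set by 6.46. In each, all 4 P0 litters were above all 4 E12.5 litters (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0476 over 15 sets). Among single genes, Retnlg, which is in the neutrophil set, rose by 11.13 (adjusted p = 0.00047) and Stfa2 by 8.70 (adjusted p = 0.000727), each in 4 of 4 P0 litters. Signaling genes of the paper's tables that leukocytes use rose as well, Pik3r5 by 6.71 (adjusted p = 0.00307), Pik3cg by 4.81 (adjusted p = 0.000982) and Inpp5d by 4.76 (adjusted p = 0.00183). If RNA from leukocytes in the P0 samples were their source, the leukocyte set would be higher in every P0 litter than in every E12.5 litter, with a mean difference of more than 1 log2 unit. The mean difference was 4.81, and the lowest P0 litter lay 1.40 above the highest E12.5 litter. For the leukocyte set itself this value is the pattern and tests nothing further. A candidate explanation for the signaling genes is therefore RNA from blood cells among the cells collected at P0. Because the cells were sorted only at P0, a change of stage in the NDCs themselves cannot be told apart from this.

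The immediate early set was higher at P0 by 2.17 log2 units in 4 of 4 litters (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0476). Fos, a gene of this set in the paper's tables, rose by 4.76 (adjusted p = 0.00189). The rise was uneven within the set. Fosb, Junb, Dusp1, Zfp36, Btg2, Klf6 and Hspa1b also passed the threshold, whereas Jun, with a log2 fold change of 0.43 (adjusted p = 0.355), Ier2, with 0.07 (adjusted p = 0.893), Egr1, Atf3 and Nr4a1 did not. Dissociation and sorting of the P0 cells may have raised part of the set. The rise of 2.17 in its mean includes Fos and the other genes of the pattern, so it restates the pattern and does not test this. Genes of the set that did not pass leave the effect of dissociation open, and a change with stage cannot be told apart from it.

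The neural crest and Schwann cell set was lower at P0, with a difference of -2.47 log2 units, as were the sclerotome set, with -3.21, and the skeletal muscle set, with -3.81, each in 4 of 4 litters (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0476). If tissue adjoining the dissected notochord contributed RNA, the neural tube set would also separate the stages. Its mean did not, with a difference of -0.82 (exact permutation test, two-sided p = 0.229, adjusted p = 0.286), while that of the neural crest set did. Scored by the median over the set, the neural tube and neuron set score differed by -2.40 (adjusted p = 0.039), and among its genes Pax3 and Nes had log2 fold changes of -3.54 and -4.36 and Sox2 was lower as well (adjusted p = 0.013), all past the threshold. The other genes of the set that were tested did not pass. These were Pax6, Nkx6-1, Tubb3, Elavl3, Elavl4, Stmn2 and Dcx, with log2 fold changes from -1.56 for Dcx to 0.84 for Stmn2. Whether neural tube genes separate the stages therefore depends on how the set is scored. For sclerotome and muscle, -3.21 and -3.81 are the pattern itself and cannot test it. RNA from adjoining tissue may contribute, and the difference cannot be told apart from a change with stage.

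The osteoblast set was higher at P0 by 4.04 log2 units and the osteoclast set by 2.77, each in 4 of 4 litters (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0476). Ibsp rose by 10.79 (adjusted p = 1.13e-05) and Mmp13 by 10.35 (adjusted p = 1.13e-05). With Ibsp left out, the osteoblast set was still higher at P0 by 2.93 in 4 of 4 litters. Of its genes Sp7, Alpl and Dmp1 passed the threshold. Runx2 did not, with a log2 fold change of -0.40 (adjusted p = 0.438), and Bglap had too few counts to be tested. In the osteoclast set Ctsk, Acp5 and Mmp9 passed, and Ocstamp, Calcr and Oscar had too few counts to be tested. RNA from bone in the P0 samples may account for these genes, but expression in NP cells cannot be told apart from it. Ptgds rose by 8.63 (adjusted p = 0.000827) in 4 of 4 litters, and no explanation was tested for it.

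The primitive erythroid set, made of Hbb-y, Hba-x and Hbb-bh1, was lower at P0, with a difference of -10.58 log2 units, in 4 of 4 litters (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0476). The log2 fold changes were -12.04 for Hbb-y (adjusted p = 3.5e-05), -11.35 for Hba-x (adjusted p = 1.63e-05) and -10.05 for Hbb-bh1 (adjusted p = 1.63e-05). These genes are the set, so the value of -10.58 does not test whether erythroid RNA is the source, and reads shared between the globin paralogs were not tested. Embryonic erythroid RNA may be the source, and the pattern cannot be told apart from it. Afp had a log2 fold change of -9.03 (adjusted p = 0.00038) and Alb of -7.92 (adjusted p = 0.00142). A set of 10 other liver genes was lower at P0 in 4 of 4 litters, with a difference of -2.81, from 0.83 to 3.92 log2 CPM at E12.5 and from -0.63 to 0.27 at P0, so RNA from liver in the E12.5 samples is a candidate explanation. Expression outside the liver was not tested.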

How the results depend on the processing

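The alternatives were set before the data were examined, except DESeq2 with its own filter, the E12.5 litters NDP10-2 and NPD9-2 left out, the correction for GC content and transcript length, and family shares that count every tested gene. Those were chosen after the result was seen.

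Of 60 named genes with a value, 52 passed the threshold, 59 kept their direction under every alternative and 41 kept both direction and side of the threshold under every alternative that gave an adjusted p. Of the 52, 37 kept both. Across the genes there were 1299 values under alternatives: 1201 unchanged in direction and side, 67 weaker, 17 stronger, 6 reversed and 8 with the same direction but no adjusted p. The reversed gene was Hif1a, whose log2 fold change of 0.04 became -0.11 with upper quartile normalization, -0.17 with the GC and length correction, -0.29 with NDP10-2 and NPD9-2 left out, and -0.14 to 0.15 across the fits that each left out one litter. The cause was not tested.

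The number of differentially expressed genes, 3808, fell to 2518 with at least 10 counts in every sample and to 2520 with NDP10-2 and NPD9-2 left out, and to 1928 with glmTreat. The genes higher at P0, 2198, fell to 1435 with at least 10 counts in every sample and to 1137 with glmTreat. The genes lower at P0, 1610, fell to 1048 with NDP10-2 and NPD9-2 left out and to 791 with glmTreat. Other alternatives left the total between 3393 and 4953. The fit without NDP10-2 and NPD9-2 has fewer E12.5 litters and so less power. The cause was not tested.

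With NDP10-2 and NPD9-2 left out, the genes past the threshold in the paper's direction fell in every table, to 8 in Table 1, 15 in Table 2, 13 in Table 3, 11 in Table 4, 20 in Table 5, 2 in Table 6, 29 in Table S2, 5 in Table S3, 8 in Table S4, 9 in Table S5 and 17 in Table S6, and the family shares fell to 23.8% for TGF-β, 36.0% for IGF and 26.8% for Wnt signaling. With fewer E12.5 litters the test has less power, so this fall does not show that the changes depend on those litters. Of the 3808 genes called with all litters, 100% kept their direction without them and 93.1% also kept a fold change over 2. Table S4 ranged from 9 to 13 genes across the fits that each left out one litter. Counting every tested gene, which measures detection and not change, the shares were 94.1% for Shh, 95.2% for TGF-β, 88.0% for IGF and 87.5% for Wnt signaling. The cause was not tested.

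The share of PC1 was 57.4%. It was 31.5% with genes scaled to unit variance, 82.7% with the 500 most variable genes, 53.6% with the variance stabilizing transformation, 51.6% with log2 CPM, 64.3% with genes passing filterByExpr only and 57.0% to 62.6% across the fits that each left out one litter. The cause was not tested.

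Set differences across the fits that each left out one litter ranged from 4.51 to 5.63 for leukocyte, 5.94 to 6.68 for neutrophil, -10.79 to -10.29 for primitive erythroid, -2.78 to -1.99 for neural crest, -3.39 to -2.88 for sclerotome, -4.21 to -3.48 for skeletal muscle, 3.90 to 4.198 for osteoblast, 2.51 to 3.21 for osteoclast, 1.96 to 2.29 for immediate early and -1.47 to -0.88 for endothelial genes. In the first 9 of these the adjusted p rose above 0.05 when an E12.5 litter was left out. With all litters their adjusted p of 0.0476 comes from the smallest p the design allows and from the number of sets that reach it, so this loss turns on the other sets as well and does not show that a set differed less. The leukocyte and osteoclast sets rose furthest, to 0.0857 to 0.0952, against 0.0536 to 0.0612 for the rest. Their own p was therefore no longer the smallest, which raised the adjusted p of the rest. The endothelial set passed the threshold without P0 NPD27. Scored by the median over the set, neural tube was -2.40 and endothelial -1.40, both past the threshold. The cause of these last 3 changes was not tested.

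Genes near the floor of 0.337 to 0.675 CPM, such as Igfbp6 and Wnt16 at E12.5, have fold changes that the depth limits. Wnt1, Bcan and Car12 have no value under several alternatives because they did not pass the filter. With at least 10 counts in every sample, Shh and other named genes with low counts in some litter, such as Wnt7b, Ibsp and Afp, have no value either. The 8 values without an adjusted p are those of Retnlg and Stfa2 under the 4 DESeq2 alternatives. No paired analysis was possible because the stages share no replicate numbers.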

Differences from the paper's values

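At an adjusted p under 0.05 and a fold change over 2, 1610 genes were lower at P0 against the paper's 2993. The values ranged from 791 to 1911 across the alternatives set before the data were examined, and none closed the gap. For all genes differentially expressed the total was 3808 against the paper's 5015, and for genes higher at P0 it was 2198 against the paper's 2022. With DESeq2 on all genes and its own filter, without a prior, chosen after seeing the values, 4953 genes passed, 2934 higher and 2019 lower at P0. With its normal prior, also chosen after seeing the values, there were 4931, 2925 higher and 2006 lower. In both, the total lies near the paper's, and the counts lie near the paper's with the directions exchanged.

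PC1 carried 57.4% of the variance against about 33% in Fig. 3A, read by eye. Of the alternatives set before the data were examined, scaling each gene to unit variance gave 31.5% and closed the gap, and the others, with 51.6% to 82.7%, did not.

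An adjusted p under 0.05 was reached by 40.5% of TGF-β signaling genes against the paper's 95%, by 56.0% of IGF signaling genes against the paper's 93% and by 42.9% of Wnt signaling genes against the paper's 90%. The gene lists here are not those of the paper. Across the alternatives set before the data were examined the shares ranged from 31.0% to 47.6%, 44% to 56% and 28.6% to 55.4%, and none closed the gap. Counting every tested gene whatever its adjusted p, chosen after seeing the values, gave 95.2% for TGF-β, 88.0% for IGF and 87.5% for Wnt signaling. These are the shares with enough counts to be tested, whether or not a gene changed, so they do not bear on how the paper's shares arose.

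The fold change of Myc was 2.23 against the paper's -0.45 in Supplemental Table S2, and none of the alternatives set before the data were examined, with 2.01 to 2.46, closed the gap. In Supplemental Table S5 the paper gives 2.20 for Myc, with the same p-value from its DESeq2 test, so the difference lies between the paper's own tables. The value of -0.45 is close to the reciprocal of 2.20 with a minus sign. Of 214 fold changes in the paper's tables that were compared, the Myc value of Supplemental Table S2 was the 1 flagged as different. The others were not identical in size. Of the 192 genes of the paper's tables that were tested, 191 had the paper's direction. The median absolute difference from the paper was 0.038 log2 units, and it was larger for some genes, such as Shh, Fgf15 and Pik3r5.

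The paper gives more genes lower than higher at P0. Here more were higher, except with upper quartile normalization, where 1904 were higher and 1911 lower. The paper states that Dcn was significantly higher at P0. Its log2 fold change was 0.64 with an adjusted p of 0.316. The paper also lists as significant Prelp, with an adjusted p of 0.0549 for a log2 fold change of 1.45, and Wnt6, with 0.0581 for -1.78. With DESeq2's Wald test on the same genes both passed, with adjusted p of 0.0172 for Prelp and 0.0197 for Wnt6.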

Other observations

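The tests of the total against other splits, of library size and of the proliferation set were set beforehand, and the other tests in this part were chosen only after the result was seen.

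Of the 35 ways to split the 8 samples into 4 and 4, only 1 of the 35, the real one, gave 3808 or more differentially expressed genes. The same was true of the 2198 genes higher at P0 (1 of 35), the 1610 lower at P0 (1 of 35), the 65 pathway family genes with an adjusted p under 0.05 (1 of 35) and the 183 genes of the paper's tables with an adjusted p under 0.05 in either direction (1 of 35). The paper listed these last genes because they differed in the real split, so their count was fixed in part beforehand and tests nothing. Every other split gave 0 genes past the thresholds, with 37 to 2151 genes at an unadjusted p under 0.05, against 6140 for the real split. Those splits mix the stages, so a difference between stages adds to their spread within groups and lowers their counts.

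With counts downsampled to the smallest library 3555 genes were differentially expressed, with corrections for GC content and transcript length 3864, and without mitochondrial and hemoglobin genes 3778, each within 1.5 times 3808. GC content or gene length as corrected therefore do not account for most of the count. Counts were already normalized by TMM, so downsampling and leaving out mitochondrial and hemoglobin genes tested only what TMM left uncorrected. What it left of library size and of these genes does not account for most of the count. Other abundant genes were not left out. The median correction for GC content and length was at most 0.18 log2 units in any sample, and with it 2006 genes were higher and 1858 lower at P0, against 2198 and 1610 without it. The label of the E12.5 litters NDP10-2 and NPD9-2 ends in the same suffix, and their reads that overlapped more than 1 gene were 16.3 and 17.5% of all reads, against 11.6 and 10.6% in the other E12.5 litters. These 2 litters also differed least from each other, with a chi-square per degree of freedom of 13.6 against 33.1 to 69.4 for the other E12.5 pairs. At P0 the litters NPD26 and NPD27, without the suffix, stood out in the same way, with 16.6 against 71.7 to 105.4. Pearson's r across genes was 0.919 both for the 2 litters with the suffix and for NPD3 with NPD9-2. Such closeness is therefore not specific to the suffix. No P0 litter has the suffix, so the stages can be compared only among litters without it. With the 2 left out, 93.1% of the 3808 genes kept their direction and a fold change over 2, and 2520 genes passed both thresholds.

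The proliferation set differed by -0.26 log2 units between the stages (exact permutation test, two-sided p = 0.286), not past the threshold. On downsampled counts the difference was 1.08 times as large. The scores are scaled to library size, so a value near 1 was likely whatever the cause, and it decides neither way.

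A smaller share of notochord cells at P0 would lower the other notochord and NP genes along with Shh. The 8 of them that were tested had a median log2 fold change of 0.88, with 5 higher and 3 lower at P0, but 3 of these, Krt19, Cd24a and Car3, are genes the paper reports as higher at P0, so this median was in part fixed beforehand. Without them the median of the other 5 was -0.77, with T and Krt8 higher and Foxa1, Foxa2 and Krt18 lower at P0, and of the 5 only Foxa1, with -2.23 (adjusted p = 0.00682), was past the threshold. The largest fall among these 5, -2.23, is well short of the -7.14 of Shh. For these genes the values argue against a smaller share as the sole cause of the lower Shh. Whether a smaller share contributed to part of the fall is not decided. The mean of the set, Shh included, differed by -0.33 (exact permutation test, two-sided p = 0.571). Both the isolation method and the stage changed, so the cause of the lower Shh remains open.

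RNA from leukocytes in the P0 samples may contribute to the higher Igf1. Across the P0 litters NPD26, NPD27, NPD28 and NPD30 the log2 CPM of Igf1 was 8.67, 8.60, 7.24 and 5.07 and the leukocyte set mean 8.16, 8.39, 8.37 and 4.90. The lowest value of both was in NPD30, and the range of Igf1 was 1.03 times that of the set. For Tgfb1, with 8.31, 8.75, 8.14 and 6.47, the range was 0.65 times that of the set, which decides neither way. Both ranges rest on the single litter NPD30. RNA from bone may contribute to the higher Col1a1, whose range over the P0 litters was 2.53 times that of the osteoblast set. This was read as deciding neither way under an upper limit added after the value was seen, and without that limit it would have counted toward bone RNA. The 4 P0 litters are too few for a correlation, and none of these can be told apart from expression by NDCs.

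Genes of the Y chromosome were found at both stages, in CPM on library sizes without TMM. The E12.5 litter NPD4 had the lowest Eif2s3y, which was at its floor of 3 counts, and the highest Xist. Eif2s3y had 25.6, 23.0, 0.418 and 13.5 CPM in the E12.5 litters NDP10-2, NPD3, NPD4 and NPD9-2 and 12.2, 32.0, 58.5 and 30.1 CPM in the P0 litters NPD26, NPD27, NPD28 and NPD30. Xist had 443, 2384, 3038 and 1434 CPM and 997, 714, 316 and 845 CPM in the same order. The definitive erythroid set differed by -1.38 (exact permutation test, two-sided p = 0.0571), the endothelial set by -1.10 (exact permutation p = 0.0857) and the growth plate chondrocyte set by 0.35 (exact permutation p = 0.4), none past the threshold after adjustment.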
